# Single cell RNA-seq study of wild type and Hox9,10,11 mutant developing uterus

**DOI:** 10.1038/s41598-019-40923-w

**Published:** 2019-03-14

**Authors:** Michael L. Mucenski, Robert Mahoney, Mike Adam, Andrew S. Potter, S. Steven Potter

## Abstract

The uterus is a remarkable organ that must guard against infections while maintaining the ability to support growth of a fetus without rejection. The *Hoxa10* and *Hoxa11* genes have previously been shown to play essential roles in uterus development and function. In this report we show that the *Hoxa9,10,11*, *Hoxc9,10,11, Hoxd9,10,11* genes play a redundant role in the formation of uterine glands. In addition, we use single cell RNA-seq to create a high resolution gene expression atlas of the developing wild type mouse uterus. Cell types and subtypes are defined, for example dividing endothelial cells into arterial, venous, capillary, and lymphatic, while epithelial cells separate into luminal and glandular subtypes. Further, a surprising heterogeneity of stromal and myocyte cell types are identified. Transcription factor codes and ligand/receptor interactions are characterized. We also used single cell RNA-seq to globally define the altered gene expression patterns in all developing uterus cell types for two Hox mutants, with 8 or 9 mutant Hox genes. The mutants show a striking disruption of Wnt signaling as well as the Cxcl12/Cxcr4 ligand/receptor axis.

## Introduction

The uterus must guard against infections while receiving a semi-allograft implant, the embryo, without rejection. It is a dynamic tissue with cyclic developmental changes, as well as responses to steroids that lead to receptivity for implantation. Proper uterus function is required for fertility, and disorders can lead to endometriosis and neoplasia. At birth, the uterus is composed of simple epithelium surrounded by undifferentiated mesenchyme. The uterus then differentiates into a columnar luminal epithelium (LE), surrounded by stroma, which in turn is surrounded by two myometrial layers^1^. Uterine glands secrete LIF and calcitonin, each required for fertility^2,3^. Uterine gland formation in the mouse begins by post-natal day (PND) 6 with the invagination or budding of the LE to form glandular epithelium (GE)^4,5^. By PND12 uterine endometrial glands extend from the LE into the surrounding stroma and the longitudinal layer of the myometrium is organized into bundles of smooth muscle cells^6^. Gland development is a continuous process that extends beyond puberty^7,8^.

Hox genes are known to play important roles in uterus development and function. There are thirty nine mammalian Hox genes, arranged in four clusters located on four separate chromosomes. The Hox genes of these HoxA, B, C, and D clusters are classified into 13 paralogous groups based on sequence similarity. The study of Hox genes is confounded by their extensive functional overlap. While the paralogous Hox genes show the greatest functional similarity, there is also extensive evidence for shared functions of Hox genes that lie near each other on a cluster^9–13^. Of interest, the 16 most 5′ Hox genes of paralog groups 9–13 are quite closely related and are designated Abd-B type Hox genes. The Hox9,10,11 paralog genes within this group are especially closely related, as measured by homeodomain amino acid sequence similarity^14^. Early studies showed that the *Hoxa10* and *Hoxa11* genes play key roles in the development and function of the female reproductive tract. Homozygous mutation of either of these Hox genes results in partial homeotic transformation of the uterus to the more anterior oviduct and significantly reduced fertility due to perturbed uterus function^15–20^. *Hoxa10* mutation results in defective implantation and decidualization, resulting in reduced fertility^21^. *Hoxa10* is expressed in the luminal and glandular epithelium on days 1 and 2 of pregnancy, expands to stroma on day 3 and is restricted to stroma on day 4^21^. Mutants show reduced stromal proliferation in response to estrogen and progesterone.

Of interest, while the *Hoxa10* and *Hoxa11* genes have defined functions in female fertility, single homozygous mutation of the paralogous *Hoxc10*, *Hoxd10*, *Hoxc11* and *Hoxd11* genes gave no reported infertility. Further, the closely related Hox9 paralog genes could be mutated in combination, such as *Hoxa9*−/− *Hoxb9*−/− *Hoxd9*−/−, with the resulting triple homozygous mutant mice having normal uterus function, although their mammary glands showed defective development post pregnancy^22^. Mice with multiple combinations of mutations of either the Hox10 or Hox11 paralog groups have interesting kidney and limb abnormalities, but no described infertility phenotypes extending beyond those associated with the *Hoxa10* and *Hoxa11* genes^23,24^. These results suggest unique roles for *Hoxa10* and *Hoxa11* in uterus development and function.

We have, however, previously shown that it is possible to identify uterine functions for other paralogous Hox9,10,11 genes through the use of a “sensitized” genotype that includes reduced *Hoxa10* and *Hoxa11* activity. For example, female *Hoxd9,10,11*−/− mice (with simultaneous homozygous mutation of *Hoxd9*, *Hoxd10* and *Hoxd11*) give normal size litters, as do *Hoxa9,10,11*+/− mice, while mice that are both *Hoxa9,10,11*+/− and *Hoxd9,10,11*−/− are completely infertile^25^. The *Hoxd9,10,11* genes have redundant function with *Hoxa9,10,11* in oviduct/uterus identity determination and also have key roles in uterine immune and noncoding RNA gene regulation^25^.

In this report we extend this approach to search for possible female fertility functions for the *Hoxc9,10,11* genes. We observed that while *Hoxa9,10,11*+/−, *Hoxd9,10,11*+/− mice showed reduced fertility, with about half normal litter size, mice that were in addition heterozygous for mutation of the *Hoxc9,10,11* genes were almost completely infertile. In this report we show that *Hoxc9,10,11* genes have redundant function with *Hoxa9,10,11* and *Hoxd9,10,11* in uterine gland formation.

Single cell RNA-seq (scRNA-seq) is a powerful tool for the dissection of normal and mutant development^26^. It can define the global gene expression states of the multiple cell types present in a developing organ. Analysis using scRNA-seq can help determine how early lineage decisions are made^27^. It can characterize the transcription factor codes that define different cell types, and it can provide a comprehensive analysis of potential ligand-receptor interactions^28,29^. In this report we used scRNA-seq to examine the wild type developing uterus at PND12, as early gland formation is taking place. In addition, we used scRNA-seq to examine the perturbed gene expression patterns of all cell types of the PND12 *Hoxa9,10,11*+/−, *Hoxc9,10,11*+/−, *Hoxd9,10,11*+/− (ACD+/−) mutant uteri, with heterozygous mutation of 9 Hox genes, as well as *Hoxa9,10*,+/−, *Hoxc9,10,11*+/−, *Hoxd9,10,11*+/− (ACD+/−WTA11), with two wild type *Hoxa11* genes and heterozygous mutation of 8 Hox genes. The results create a single cell resolution atlas of the gene expression patterns of the wild type developing uterus and also define the changed gene expression profiles of all cell types in mutant uteri. We observed a compelling disruption of Wnt signaling in the Hox mutants, as well as strongly reduced stromal expression of *Cxcl12* (SDF1), which encodes a ligand for Cxcr4, expressed by the LE. In multiple developing contexts Cxcr4/Cxcl12 interaction has been previously shown to drive cell migration and tubulogenesis^30–34^, key steps in uterine gland formation.

## Results

### ACD+*/*− female mice are sub-fertile

The roles of *Hoxa9,10,11* and *Hoxd9,10,11* in male and female fertility have been previously examined^25^. A modified recombineering method was used to introduce simultaneous frameshift mutations in the flanking sets of Hox genes on the HoxA and HoxD clusters^25^. Both male and female *Hoxa9,10,11*−/− mice are infertile, consistent with earlier studies of *Hoxa10*−/− and *Hoxa11*−/− mice (Gendron *et al*.^20^; Satokata *et al*.^15^). *Hoxa9,10,11*+/− heterozygous females gave normal litter sizes while *Hoxd9,10,11*−/− homozygous mutant females showed only a slight (not significant) reduction of litter size (8.7 ± 1.3, average ± s.e.m. vs WT of 11.5 ± 1.8), but combined mutant *Hoxa9,10,11*+/−, *Hoxd9,10,11*−/− females were completely infertile, with vaginal plugs never producing litters^25^. The synergistic severity of phenotype shows a function for the *Hoxd9,10,11* genes that is redundant with the *Hoxa9,10,11* genes.

*Hoxc10* and *Hoxc11* are also expressed in the human female uterus, suggesting possible fertility function^35^. Frame shift mutations were simultaneously introduced into the first exons of *Hoxc9*, *Hoxc10*, and *Hoxc11* using recombineering^36^. It is important to note that this approach leaves shared enhancer regions intact, thereby reducing impact on the expression of the remaining Hox genes not mutated. Female *Hoxc9,10,11*−/− mice mated to wild-type males had similar size litters (9.33 ± 0.88 pups/litter, n = 3) to those from wild-type matings (9.92 ± 0.35, n = 13). All Hox mutant female fertility assays were carried out through mating to wild type males. To further test for possible *Hoxc9,10,11* fertility function we then used a “sensitized” mouse that was heterozygous for the six *Hoxa9,10,11*+/− *Hoxd9,10,11*+/− (AD+/−) genes, which results in reduced fertility with 5.3 pups per litter^25^. When we made mice heterozygous for all nine *Hoxa9,10,11*, *Hoxc9,10,11*, *Hoxd9,10,11* (ACD+/−) genes we observed a dramatic decrease in female fertility. From a total of 41 vaginal plugs only two litters were born, with a total of 6 pups, giving about 0.15 pups per vaginal plug. The further reduction of fertility in the ACD+/− mice compared to AD+/− gives evidence for fertility function for the *Hoxc9,10,11* genes.

The fertility functions of the *Hoxc9,10,11* genes were also shown through crosses with only the *Hoxd9,10,11* mutants. While both the *Hoxc9,10,11*−/− and the *Hoxd9,10,11*−/− mice gave very near wild type litter sizes, the combined mutant *Hoxc9,10,11*+/−, *Hoxd9,10,11*−/− mice gave an average litter of only 5.4 pups (18 litters with a total of 97 pups), while the converse *Hoxc9,10,11*−/−, *Hoxd9,10,11*+/− mutants gave an average litter of only 5.8 pups (16 litters with a total of 92 pups). This again gives evidence for *Hoxc9,10,11* fertility function that was previously concealed by functional redundancy with other paralogous Hox genes.

We also generated ACD+/− mice but with two wild type *Hoxa11* alleles (*Hoxa9,10*+/−, *c9,10,11*+/−, *d9,10,11*+/−) (ACD+/−WTA11). As noted previously, *Hoxa11* is known to play a critical role in both male and female fertility^19,20,37^. Four *Hoxa9,10+/−, c9,10,11+/−, d9,1011*+/− females were mated with wild type males, giving twelve litters totaling 125 pups, or 10.41 ± 0.77 pups per litter, which is comparable to wild type. It is remarkable that the addition of one wild type *Hoxa11* allele to the ACD+/− mice, with nine mutant Hox alleles, can rescue a wild type phenotype. This shows the relative importance of *Hoxa11* in female fertility. It should be noted that the most severe Hox mutant genotype resulting from any of the Hox mutant female fertility testing matings would be ACD+/−, since a wild type allele would be inherited for each Hox gene from the father, and ACD+/− mice are fully viable. Hence, progeny genotypes should not impact the fertility testing results.

In this study we focus on the ACD+/− genotype, which shows a highly penetrant female infertility, yet the mice are quite healthy, without the severe kidney malformations associated with removal of additional Hox10,11 genes.

### ACD+/− mice show a dramatic reduction in the number of uterine glands

Histologic analysis of the ACD+/− uteri showed a reduction in the number of uterine glands (Fig. 1D–F) compared to WT uteri (Fig. 1A–C). At PND10, PND20 and adult the luminal epithelium (LE), mesenchymal stroma, and the muscle layers of ACD+/− mice appeared normal (Fig. 1). At all stages examined, however, there was a dramatic reduction in the number of uterine glands. The most striking difference was seen in the adult uterus (Fig. 1). Glands were counted from transverse sections of uteri. Wild-type adult uteri contained 32.63 ± 2.46 glands/section (n = 13), while ACD+/− uteri contained 3.44 ± 0.66 glands/section (n = 7). These results give evidence for the sub-fertility being the result of a drastic reduction in the number of uterine glands, which supply vital proteins, including Lif^38^ and calcitonin^3^, which are required for embryo implantation. Interestingly, the adult ACD+/−WTA11 mice, with two wild type *Hoxa11* alleles, had wild type numbers of uterine glands (37.0 ± 6.66 glands/section, n = 3), again showing the importance of normal *Hoxa11* expression in female fertility.

**Figure 1:**
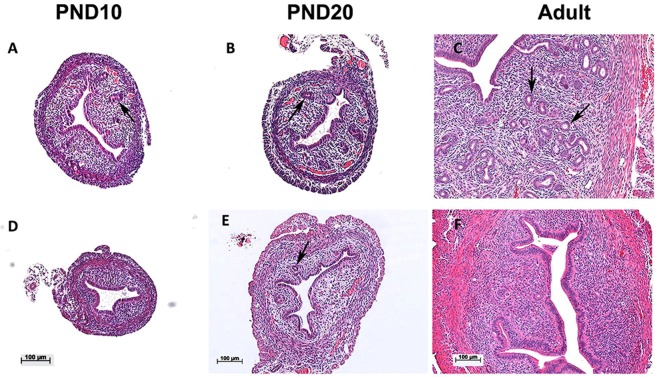
Reduced gland formation in ACD+/− Hox mutant uteri. At PND10, PND20 and adult the ACD+/− mutant uteri (**D–F**) show fewer glands than wild type (**A–C**). Arrows mark selected glands. H&E stains. Scale bars for upper panels are the same as for the lower panels.

The ACD+/− mice produce normal numbers of embryos. WT and ACD+/− mutant females were mated with WT males. The detection of a vaginal plug equaled gestational day 1 (GD1). Mice were euthanized at GD4 and one horn of each uterus was gently flushed. Similar numbers of blastocysts were isolated from wild-type (4.45 ± 0.72 blastocysts/uterine horn) and ACD+/− mice (3.38 ± 0.54 blastocysts/uterine horn). Recovered blastocysts from ACD+/− mice were morphologically normal (data not shown).

### Single cell RNA-Seq analysis of the wild type and ACD+/− and ACD+/−WTA11 mutant developing uteri

scRNA-seq is a powerful technology that can give a high resolution definition of the gene expression programs that drive development^26,27,39–42^. To better understand the normal and perturbed gene expression patterns of the developing uterus we carried out scRNA-seq on the WT, ACD+/−, and ACD+/−WTA11 uteri at PND12. We were particularly interested in uterine gland formation and how this process might be disrupted in the ACD+/− mutants. Gland formation begins with the budding of the luminal epithelium at approximately PND6 and continues into adulthood during endometrial regeneration following menstruation in humans and following birth in both humans and mice^4,5,8,43,44^.

### Wild Type

scRNA-Seq was performed using Drop-Seq^45^. 

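Drop-Seq joins single cells with barcoded beads in droplets and tags the 3′ end of each captured mRNA with a unique molecular identifier (UMI), so that each molecule is counted once. The authors deposited the count of UMIs for every gene and cell barcode of each library, without normalization. The aligner and the genome build are not given in the sources used here. A single library was made from WT uteri at PND12, and it held 6487 barcodes with 14715316 UMIs, every barcode with at least 500 genes. From these counts, cells that passed the limits stated in the methods were clustered on 2000 variable genes and 20 principal components, with all Hox genes left out of the clustering genes. Clusters were named from fixed lists of marker genes and are called stromal-like, myocyte-like and so on. The level of a gene in a cell type was its summed UMIs per 10000 UMIs of that type, with an exact Poisson interval, and a share of cells carries an exact binomial interval. All intervals are 95% intervals and cover counting error only, since the library has no replicate. Scrublet called 140 WT cells doublets (2.24%), and these cells were kept, because the methods name no doublet step.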

A total of 6,343 WT cells passed quality control filters. 

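With at least 500 genes and at most 20% mitochondrial, 8% histone and 0.4% hemoglobin UMIs, 6261 WT cells were retained. They had means of 1226 genes and 2293 UMIs per cell and a median of 1856 UMIs. Of the 6487 barcodes, 153 (2.36%) exceeded the hemoglobin limit, 38 the mitochondrial limit and 37 the histone limit. Raising the minimum to 1000 genes moved the number of WT cells most, to 3680.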

Unsupervised clustering of cells was carried out using the Seurat R package as previously described^46^. A t-SNE plot showing the resulting clusters is shown in Fig. 2A. 

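Unsupervised clustering of the 6261 WT cells gave clusters of 8 named types. Stromal-like cells were the largest group with 2119 cells (33.8%, 32.7 to 35.0%), followed by 1841 cells (29.4%, 28.3 to 30.6%) that were myocyte-like and 1464 cells (23.4%, 22.3 to 24.5%) that were epithelial-like. There were also 365 cells (5.83%, 5.26 to 6.44%) of endothelial-like, 253 cells (4.04%, 3.57 to 4.56%) of pericyte-like and 112 cells (1.79%, 1.48 to 2.15%) of lymphocyte-like identity. The smallest groups were mesothelial-like with 72 cells (1.15%, 0.901 to 1.45%) and myeloid-like with 35 cells (0.559%, 0.390 to 0.777%). Median depth was 1873 UMIs per cell in stromal-like, 1823 in myocyte-like, 2362 in epithelial-like, 1350 in endothelial-like, 1476 in pericyte-like, 1707 in lymphocyte-like, 1253 in mesothelial-like and 1799 in myeloid-like cells. The marker levels that follow describe the naming of the clusters, since these genes were used for it. Epcam was seen in 75.1% of epithelial-like and 2.08% of stromal-like cells, and Cdh1 in 34.9% and 0.425%. Pecam1 was seen in 59.5% of endothelial-like and 0.708% of stromal-like cells, and Emcn in 47.9% of endothelial-like and 0.0683% of epithelial-like cells. In stromal-like cells the shares were 35.4% for Pdgfra, 84.7% for Dcn and 37.5% for Col15a1, against 1.5%, 7.58% and 1.84% of epithelial-like cells. Dcn was not confined to stromal-like cells, with a UMI in 97.2% of mesothelial-like and 51.2% of myocyte-like cells. Mef2a was seen in 36.0% of myocyte-like cells, 37.9% of pericyte-like cells and 19.9% of epithelial-like cells, and Pdlim3 in 50.5% of myocyte-like and 23.0% of stromal-like cells. Cd52 and Ptprc were seen in 75.0% and 64.3% of lymphocyte-like cells, Lyz2, Pf4 and C1qc in 94.3%, 91.4% and 82.9% of myeloid-like cells. Rgs5 and Cspg4 were seen in 95.3% and 30.4% of pericyte-like cells, against 5.00% and 5.98% of myocyte-like cells. Upk3b and Lrrn4 were seen in 90.3% and 37.5% of mesothelial-like cells. At a clustering resolution of 0.4 no cluster was named lymphocyte-like and the myeloid-like share rose to 2.35%, the greatest relative change among the settings tried.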

Major cell types were defined using the expression of known cell type-specific genes, with epithelial cells (n = 1487) expressing *Epcam* (epithelial cell adhesion molecule)^47^ and *Cdh1*, endothelial cells (n = 373) expressing *Pecam1* (platelet and endothelial cell adhesion molecule)^48^ and *Emcn*, stromal cells (n = 2241) expressing *Pdgfra*^49^*, Dcn*, and *Col15a1*, myocytes (n = 1749) expressing *Mef2a* (myocyte enhancer factor 2A)^50^ and *Pdlim3*, lymphocytes (n = 106) expressing *Cd52*^51^, and *Ptprc*, myeloid cells (n = 39) expressing *Lyz2*^52^, *Pf4*^53^, and *C1qc*, pericytes (n = 269) expressing *Rgs5*^54^ and *Cspg4*, and mesothelial cells (n = 79) expressing *Upk3b*^55^ and *Lrrn4*. A heatmap of the top 15 marker genes from each cluster is shown in Fig. 2B. Lists of genes with compartment enriched expression are presented in Table S1.

**Figure 2:**
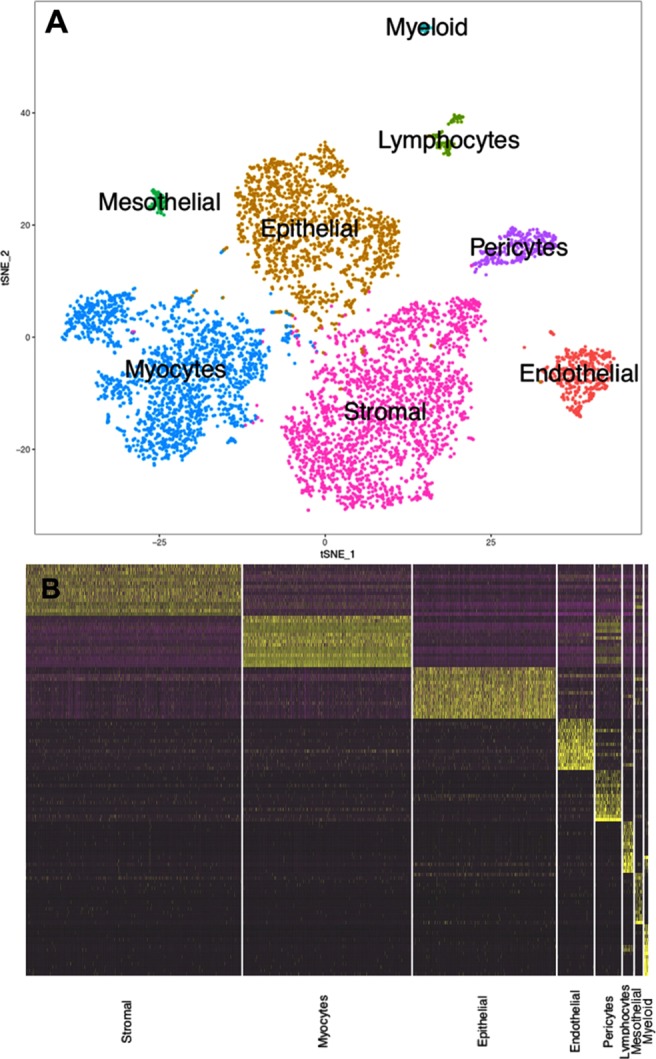
Single cell RNA-seq analysis of the developing uterus. (**A**) The t-SNE plot shows unsupervised clustering of wild type PND12 cells into eight groups, as labeled. (**B**) The heatmap shows differential expression of the top fifteen genes for each cell type, with yellow indicating high relative gene expression, purple indicating low expression, and black indicating no expression.

### Subclusters

Five of the eight cell types were then separated and subclustered (Fig. 3A–F). Elevated expression of selected markers of sub-compartments is shown in the t-SNE plots of Fig. 3. Using the Split Dot Blot function of the Seurat package, a gene expression profile of each sub-cluster was generated (Fig. 4A). The size of each circle represents the percentage of cells within a cluster expressing the gene of interest. For example, both wild-type luminal epithelial (LE_WT) and glandular epithelial (GE_WT) cells express *Ifitm1*. These two cell populations can be differentiated by the higher percentage of cells expressing *Calb1* in LE_WT in comparison to GE_WT (Fig. 4A). 

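The 1464 epithelial-like WT cells were subclustered with the subtype markers named in the text left out of the clustering genes. A subcluster of 242 cells held the highest level of all 8 GE genes and is called GE-like. It was compared with the other epithelial-like cells, 982 cells in 4 subclusters, after 193 cells of a cycling subcluster and 47 of a doublet-rich one were set aside. Ifitm1 was at 21.7 UMIs per 10000 in GE-like and 23.2 in the other epithelial-like cells, a ratio of 0.934 (0.879 to 0.992). Calb1 had 17 UMIs in GE-like and 2277 in the other epithelial-like cells, so that its level was 25.0 (15.6 to 43.0) times as high in the latter. The share of cells with a Calb1 UMI was 6.20% (3.51 to 10.0%) of GE-like and 61.5% (58.4 to 64.6%) of the other epithelial-like cells, at median depths of 1943 and 2357 UMIs. In stromal-like cells, which should lack the gene, the share was 1.32%. After cells were thinned to 1000 UMIs and shallower cells left out, the epithelial shares were 3.41% of 205 and 40.5% of 884 cells.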

A heatmap depicting the top 15 marker genes for each sub-cluster shown in Fig. 4B. The complete lists of genes with elevated expression in each sub-cluster are presented in Table S2. These results define a surprising number of distinct cell types present in the developing uterus, including four distinct categories of stromal cells and four different myocytes.

**Figure 3:**
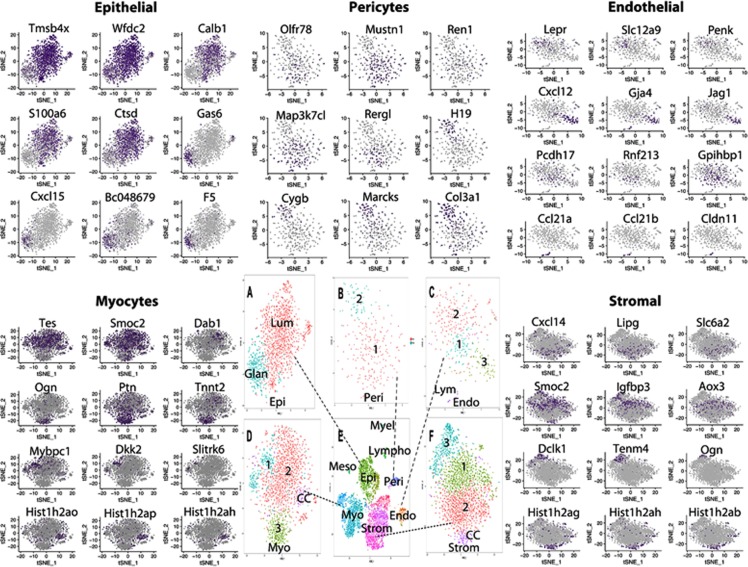
Defining cell subtypes. Five cell types were subjected to subclustering. Expression patterns of selected genes associated with cell subtypes are shown in surrounding t-SNE plots. (**A**) Epithelial cells divided into glandular (*Gas6, Cxcl15, Bc048679, F5*) and luminal (*Tmsb4x, Wfdc2, Calb1, S100a6, Ctsd*), (**B**) pericytes divided into two subtypes, type 1 (*Olfr78, Mustn1, Ren1, Map3k7cl*, *Rergl*) and type 2 (*H19, Cygp, Marcks and Col1a1*), (**C**) endothelial cells divided into 4 subtypes including lymphatic, expressing *Ccl21a, Ccl21b* and *Cldn11*, type 1 (capillary) expressing *Pcdh17, Rnf213 and Gpihbp1*, type 2 (venous) expressing *Lepr, Slc12a9 and Penk* and type 3 (arterial) expressing *Cxcl12, Gja4 and Jag1*. (**D**) Myocytes and (**F**) stromal cells each dividing into four subtypes as shown.

**Figure 4:**
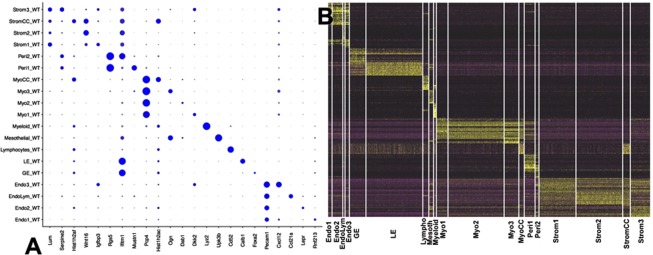
Gene expression patterns of cell types and subtypes. (**A**) Split Dot Blot shows cell types and selected differentiating genes, with the size of the circle representing the percentage of cells showing expression. (**B**) Heatmap showing gene expression relationships of cells types.

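In the same comparison of GE-like with the other epithelial-like cells, all 8 genes were higher in the GE-like subcluster. The ratio of UMIs per 10000 was 137 (45.3 to 681) for Wif1 (77 and 3 UMIs), 81.2 (35.9 to 227) for Cxcl15 and 45.9 (20.9 to 119) for Foxa2 (60 and 7 UMIs). For Gas6 it was 28.6 (19.8 to 42.3) and for F5 14.8 (10.3 to 21.9). The ratios were 8.25 (6.53 to 10.4) for BC048679, 7.42 (5.95 to 9.28) for Egfl6 and 5.29 (4.68 to 5.98) for Ccnd1. Against all other epithelial-like cells, with the cells set aside put back, the ratios were 37.6 for Wif1, 22.2 for Cxcl15, 13.2 for Foxa2, 13.0 for Gas6, 10.4 for F5, 6.00 for BC048679, 5.06 for Egfl6 and 4.82 for Ccnd1. The subcluster was named from these genes, so the ratios describe how sharply it was delimited. All 8 genes kept their highest level in a single subcluster when the subtype markers were kept among the clustering genes and at subclustering resolutions of 0.3 and 0.8.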

Genes with elevated expression in GE versus LE included *Foxa2*, *Wif1*, *Gas6*, *Ccnd1*, *Cxcl15*, *BC048679*, *F5*, and *Egfl6*, which were previously shown to have elevated GE expression in a microarray study^56^. 

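For the genes of the opposite direction, levels in the other epithelial-like cells were divided by those in the GE-like subcluster. The ratio was 72.0 (30.8 to 222) for 1600014C10Rik, 15.3 (9.84 to 25.0) for S100a6 and 7.72 (6.69 to 8.97) for Tmsb4x. Ctsd followed with 6.96 (5.63 to 8.72) and Wfdc2 with 3.24 (2.93 to 3.60). Of the 6 LE genes named in the text, 3 had their highest level in a single subcluster of 50 cells, and Wfdc2, 1600014C10Rik and Ctsd were highest in larger subclusters of the same group.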

Genes more strongly expressed in LE cells compared to GE included *Tmsb4x*, *Wfdc2*, *1600014C10Rik, Calb1*, *S100a6* and *Ctsd*. Mesothelial cells (n = 79) are specialized squamous cells that form a monolayer that lines the body’s serous cavities and internal organs, providing a slippery, non-adhesive and protective surface. Genes with elevated expression in mesothelial cells included *Upk1b*, *Upk3b*, *Cldn15*, *Fgf1*, and *Fgf9*.

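The mesothelial-like cells numbered 72, with a median depth of 1253 UMIs, and these genes were among the markers from which they were named. Upk3b was at 23.3 UMIs per 10000, Fgf9 at 4.59, Upk1b at 3.00, Fgf1 at 2.03 and Cldn15 at 1.94. A UMI was seen in 41.7% of mesothelial-like cells for Fgf9, 34.7% for Upk1b, 25.0% for Cldn15 and 22.2% for Fgf1. In the type with the next highest share, it was seen in 8.57% of myeloid-like cells for Fgf9, 3.95% of pericyte-like cells for Fgf1, 3.28% of epithelial-like cells for Upk3b, 1.37% of endothelial-like cells for Cldn15 and 0.849% of stromal-like cells for Upk1b.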

Four stromal cell subtypes were identified on the basis of unsupervised subclustering (Fig. 4). All four stromal populations expressed *Lum, Igfbp4*, *Pdgfra*, and *Col15a1*, while subclusters were distinguished by expression of *Smoc2, Igfbp3, Aox3*, and *Gem* (Stromal 1), *Cxcl14*, *Lipg*, *2700046A07Rik*, and *Slc6a2* (Stromal 2), *Dclk1, Tenm4, Ogn*, and *C1qtnf3* (Stromal 3) (Fig. 4). 

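Subclustering of the 2119 stromal-like cells gave 6 subclusters. In a subcluster of 766 cells, Igfbp3 was at 2.88 (2.52 to 3.30) times its level in the rest of the class, Aox3 at 2.56, Smoc2 at 2.49 and Gem at 2.19 times, although Smoc2 was higher still in another subcluster. A subcluster of 507 cells had the highest levels of Cxcl14, with a ratio of 3.64 (2.93 to 4.54), and of Lipg, 2700046A07Rik and Slc6a2, with ratios of 3.58, 3.60 and 3.04. In a subcluster of 370 cells the ratio was 22.6 (12.1 to 45.3) for C1qtnf3, 21.1 for Ogn, 18.6 for Tenm4 and 15.7 for Dclk1. A subcluster of 77 cells was led by myocyte genes such as Myh11, Cnn1 and Actg2, and 42.9% of its cells were called doublets, so that its place among the stromal-like cells is doubtful. The other 5 subclusters expressed Lum (2.09 to 7.66 UMIs per 10000), Igfbp4 (12.2 to 18.2), Pdgfra (1.11 to 2.65) and Col15a1 (2.20 to 3.99). A subcluster of 360 cells held no subtype's markers. The cell cycle genes gave the least stable assignment. In the main clustering 5 of 7 were highest in a subcluster of 39 cells, where Top2a had 3 UMIs and a ratio of 1.99 (0.403 to 6.04), and at a subclustering resolution of 0.3 only 3 of 7 shared a subcluster. The other stromal-like cells held 81 Top2a UMIs, while myocyte-like cells held 904 in their subcluster of cycling cells and 789 outside it. Clusters of 241 and 104 cells led by histone and cell cycle genes had been named myocyte-like, so that the stromal result can depend on where cycling cells were classed.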

A fourth subcluster was marked by high expression of cell proliferation, cell cycle genes (StromalCC). The scRNA-seq data therefore reveals an interesting diversity of stromal cell subtypes.

In similar fashion, four myocyte subtypes were identified, with all expressing the muscle related genes *Mef2a*, *Myl6*, *Myh11*, and *Tpm1*, and subclusters separated by differential expression of *Mybpc1* [in striated muscle bands], *Dkk2, Slitrk6*, and *Dio2* (Myo1), *Tes, Smoc2* [smooth muscle associated protein], *Dab1*, and *Camk1d* (Myo2), *Ogn, Ptn, Tnnt2*, and *Ccnd*, (Myo3) and a fourth subcluster (MyoCC) with elevated expression of cell cycle genes and proliferation associated genes, including *Top2a, Cdk1*, *Ccnb2*, *Histih2ao*, *Hist1h2ap*, *Hist1hadh*, and *Hist1h2an*. 

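The 1841 myocyte-like cells formed 7 subclusters. In a subcluster of 143 cells Slitrk6 was at 13.4 (7.22 to 24.8) times its level in the rest of the class, Dkk2 at 5.95, Mybpc1 at 3.49 and Dio2 at 3.22 times. The largest subcluster, with 1045 cells, had ratios of 6.19 (4.47 to 8.75) for Dab1, 5.43 for Camk1d, 3.69 for Tes and 2.09 for Smoc2. In a subcluster of 284 cells the ratios were 15.9 (12.7 to 20.0) for Ogn, 6.40 for Tnnt2 and 3.67 for Ptn, and Ccnd1 was at 5.73 UMIs per 10000 against 3.65 in the subcluster with the next highest level. A subcluster of 126 cells had the highest level of 4 of the 7 cell cycle genes, with a ratio of 9.56 (8.68 to 10.5) for Top2a. Cdk1, with a ratio of 6.74 there, was higher still in a subcluster of 106 cells. The histone gene Hist1h2ap had a ratio of 66.3, which is uncertain because near-identical histone genes can share reads. A subcluster of 59 cells was led by genes that also lead stromal-like clusters, such as Wnt16, Dpt and A2m, and had Myh11 at 0.284 UMIs per 10000, so that its place among the myocyte-like cells is doubtful. Across the other 6 subclusters Mef2a ranged from 1.28 to 3.07 UMIs per 10000, Myl6 from 8.07 to 33.4, Myh11 from 11.6 to 64.5 and Tpm1 from 11.6 to 63.7.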

Of interest, the Myo1 group has some skeletal muscle properties, with Mybpc1 found in c bands of skeletal muscle and *Dkk2* showing strongest expression in skeletal muscle, while the Myo2 cells express genes associated with smooth muscle (*Smoc2* and *Tes*).

Two pericyte sub-clusters were also identified, both expressing the known pericyte markers *Notch3*, *Rgs5, Cspg4*, and *Pdgfrb*^57,58^. 

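The 253 pericyte-like cells split into subclusters of 116 and 137 cells. In the subcluster of 116 cells, the level relative to the other was 6.14 (3.75 to 10.5) for Rergl, 2.79 (2.12 to 3.69) for Mustn1, 3.58 for Olfr78, 2.69 for Tagln and 1.87 for Map3k7cl. Ren1 had a ratio of 1.31 (0.916 to 1.88), an interval that includes equal levels. In the subcluster of 137 cells the ratio was 27.3 (13.1 to 68.6) for H19, 7.36 for Col3a1, 5.12 for Marcks and 4.64 for Ifitm1. Art3 had 61 UMIs there and 1 in the other subcluster, a ratio of 45.7 (7.90 to 1835), and Cygb had 50 and 1, a ratio of 37.5 (6.42 to 1509). Both subclusters expressed Rgs5 (32.7 and 65.4 UMIs per 10000), Notch3 (3.18 and 3.33), Pdgfrb (3.23 and 4.05) and Cspg4 (2.49 and 2.10), in the order of 116 and 137 cells.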

Pericyte sub-group 1 cells also expressed*, Mustn1, Ren1, Tagln, Map3k7cl*, and *Rergl* while Pericyte sub-group 2 cells expressed *H19, Cygb, Marcks, Col3a1, as well as Ifitm1* and *Art3*, membrane proteins associated with pericytes^57^. Of interest, *Marcks*, *Col3a1* and *Ifitm1* all show elevated expression in brain microvascular cells^59^. *Cygb* encodes a pericyte globin required to prevent premature senescence and age dependent malformations of multiple organs^60^.

Four endothelial cell sub-clusters were identified with all clusters expressing the pan-endothelial markers *Pecam1* and *Emcn*. 

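Among 365 endothelial-like WT cells, subclusters of 251, 62, 40 and 12 cells were found. Cd34 was at 6.59 UMIs per 10000 in the 251 cells, 3.95 in the 62 cells and 5.05 in the 40 arterial-like cells (Endo3), with a UMI in 55.0%, 43.5% and 57.5% of cells. Sox17 was at 4.61, 3.87 and 18.3 UMIs per 10000 in the same order, with a UMI in 45.4%, 46.8% and 85.0% of cells. In the 12 lymphatic-like cells neither gene had a UMI, and 12 cells are too few to tell absence from a level below detection. Of the 62 cells, 21.0% were called doublets.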

The vascular endothelial markers *Cd34* and *Sox17* were expressed in every sub-cluster except EndoLym (lymphatic). The Endo1 cell cluster expressed *Pcdh17, Rnf213, Sik3*, as well as *Gpihbp1*, which is expressed exclusively in capillaries^61^. The Endo2 cell cluster showed elevated expression of *Nrp2*, *Lepr, Slc16a9, Penk, and Fendrr*, indicating venous cell identity^62^. 

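In the subcluster of 12 lymphatic-like cells, Prox1 was at 92.8 (48.1 to 191) times its level in the other endothelial-like cells and Lyve1 at 201 (89.5 to 531) times. Fxyd6 had a ratio of 54.5 (20.9 to 152), and Cldn11 had 13 UMIs against 1 in the rest, a ratio of 436 (65.5 to 18521). Ccl21a had a ratio of 296 (181 to 513), and Ccl21b had 46 UMIs in these cells and 0 in the rest. Both values are uncertain, because near-identical genes of this family can share reads. The 40 arterial-like cells had ratios of 25.9 (12.2 to 61.5) for Dkk2, 23.1 (18.3 to 29.4) for Cxcl12, 15.4 for Gja4 and 12.1 for Jag1. The Endo2 genes Lepr, Penk, Slc16a9 and Fendrr were highest in the subcluster of 251 cells, with ratios of 4.51 (2.25 to 10.3), 5.17, 2.66 and 6.77, the last against 2 UMIs in the rest. Nrp2 had 1.25 (0.709 to 2.27), and of the Endo1 genes Sik3 had 2.14, Gpihbp1 1.70 (1.23 to 2.39), Rnf213 2.59 (0.965 to 8.73) and Pcdh17 0.896 (0.591 to 1.37) in the same 251 cells, so that these subtypes were not told apart at this resolution. At a subclustering resolution of 0.8 all 4 Endo1 genes shared a highest subcluster.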

As expected the lymphatic EndoLym cell cluster expressed *Prox1* and *Lyve1* as well as *Ccl21a, Ccl21b, Cldn11*, and *Fxyd6*, while the arterial Endo3 cells expressed *Cxcl12, Gja4, Jag1*, and *Dkk2*. Both *Gja4*^63^, and *Jag1*^64^ expression have been linked to endothelial arterial cell specific differentiation.

### Analysis of growth factor-receptor interactions

The scRNA-seq data provides a global view of the gene expression patterns of the multiple cell types of the developing uterus. It defines the transcription factor codes that drive the distinct lineage differentiation programs. Further, it describes the combinations of growth factors and growth factor receptors expressed by each cell type. We were particularly interested in the growth factor/receptor interactions taking place between the stromal cells and luminal epithelial cells that might play a role in promoting uterine endometrial gland formation.

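The 9 Hox genes mutated in ACD+/− had 4 of their 9 highest levels in stromal-like cells when all UMIs were used, and 6 of 9 after cells were thinned to 1000 UMIs. With all UMIs no cell type exceeded the stromal-like level beyond counting error for any of the 9 genes, and after thinning this occurred for Hoxc10 alone. Hoxa10 had the highest stromal-like level, 5.70 (5.48 to 5.92) UMIs per 10000, followed by Hoxa11 with 3.72 (3.54 to 3.90) and Hoxd11 with 2.49 (2.34 to 2.64). In epithelial-like cells these genes were at 0.178 (0.141 to 0.221), 0.0681 and 0.0725. A UMI was seen in 59.3% of stromal-like and 3.83% of epithelial-like cells for Hoxa10, in 46.9% and 1.78% for Hoxa11, and in 36.0% and 2.19% for Hoxd11. Hoxa10 was also seen in 6.25% of lymphocyte-like cells. Without called doublets the epithelial-like levels fell to 0.0848 for Hoxa10, 0.0298 for Hoxa11 and 0.0459 for Hoxd11, so that part of this signal lies in called doublets.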

Most of the Hox genes targeted in the ACD+/− mutants showed strongest expression in the stromal cells at PND12, with none showing significant expression in the epithelial compartment (Fig. 5). Indeed, for the HoxA cluster only the *Hoxa9,10,11* genes showed significant expression in the developing PND12 uterus, with each expressed in the stromal, pericyte and myocyte compartments (Fig. 5). 

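In stromal-like, myocyte-like and pericyte-like cells, Hoxa9 was at 1.39 (1.28 to 1.5), 1.40 (1.28 to 1.52) and 0.998 (0.726 to 1.34) UMIs per 10000. Hoxa10 was at 3.36 in myocyte-like and 1.41 (1.08 to 1.80) in pericyte-like cells, and Hoxa11 at 1.73 and 0.703. The share of cells with a Hoxa9 UMI was 21.9% in stromal-like, 22.4% in myocyte-like and 16.2% in pericyte-like cells, against 1.43% in epithelial-like cells. Among the HoxA genes from Hoxa2 to Hoxa7, the highest levels were 0.265 for Hoxa3 and for Hoxa5 in mesothelial-like cells, each from 3 UMIs, and 0.181 for Hoxa7 in endothelial-like cells, from 11 UMIs.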

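In epithelial-like WT cells Hoxb7 was at 1.74 (1.62 to 1.86) UMIs per 10000, Hoxb6 at 0.881, Hoxb8 at 0.490, Hoxb4 at 0.415 and Hoxb2 at 0.356. The shares of epithelial-like cells with a UMI were 35.5%, 21.0%, 13.2%, 11.1% and 10.0%. Hoxb5, Hoxb3 and Hoxb9 were lower, at 0.152, 0.130 and 0.0242. In endothelial-like cells Hoxb7 was at 0.593 (0.415 to 0.821) with a UMI in 8.77% of cells, and Hoxb6, Hoxb9, Hoxb8, Hoxb4 and Hoxb2 were between 0.132 and 0.247. The highest level of a HoxB gene in stromal-like cells was 0.123 for Hoxb2, and Hoxb7 was at 0.0359 there, seen in 0.755% of cells.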

For the HoxB cluster none of the genes showed strong expression in stromal cells, but many showed significant expression in the epithelial and endothelial compartments. 

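In WT stromal-like cells Hoxc9 had 3 UMIs and Hoxc10 had 8, levels of 0.00673 and 0.0179 UMIs per 10000, and in myocyte-like cells they had 4 and 9 UMIs. The HoxC genes from Hoxc4 to Hoxc8 were at 0.00897 to 0.0291 in stromal-like cells. The highest level of any HoxC gene was 1.15 (0.611 to 1.96) for Hoxc6 in mesothelial-like cells, from 13 UMIs.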

Of particular interest, none of the HoxC cluster genes showed strong expression in the developing uterus, although *Hoxc9*, *Hoxc10* and *Hoxc11* were upregulated in the ACD+/− mutant uterus (see below). 

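Hoxc11 had 52 UMIs in WT stromal-like cells, a level of 0.117 (0.0871 to 0.153) UMIs per 10000, with a UMI in 2.27% of cells. In myocyte-like cells it had 28 UMIs (0.0728 per 10000) and in pericyte-like cells 6 UMIs (0.136 (0.05 to 0.296)). No UMI was counted in the epithelial-like cells, for which a level of up to 0.00810 per 10000 remains possible, nor in endothelial-like, lymphocyte-like, myeloid-like or mesothelial-like cells.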

There is however low level, but perhaps functionally important, expression of *Hoxc11* in the stroma (Fig. 5). Also, the *Hoxc10,11* genes are expressed in the adult human uterus, where uterine gland formation continues, giving evidence for normal uterine function for these genes^35^. For the HoxD cluster the *Hoxd3,8,9,10,11* genes showed expression in the PND12 uterine stromal, pericyte, myocyte and endothelial compartments (Fig. 5). 

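Hoxd3 was at 1.81 UMIs per 10000 in stromal-like, 1.70 in pericyte-like, 1.11 in myocyte-like and 2.03 (1.68 to 2.42) in endothelial-like cells, against 0.0681 in epithelial-like cells. Hoxd8 was lower, at 0.327, 0.182, 0.138 and 0.543 in the same order. Hoxd9 was at 0.989, 0.590, 0.359 and 1.09, and Hoxd10 at 2.00, 0.567, 1.04 and 1.04. Hoxd11 was at 0.930 in pericyte-like and 1.37 in myocyte-like cells but at 0.0988 (0.0363 to 0.215) in endothelial-like cells, near its epithelial-like level. Hoxd12 had 13 UMIs in stromal-like cells.

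**Figure D1:**
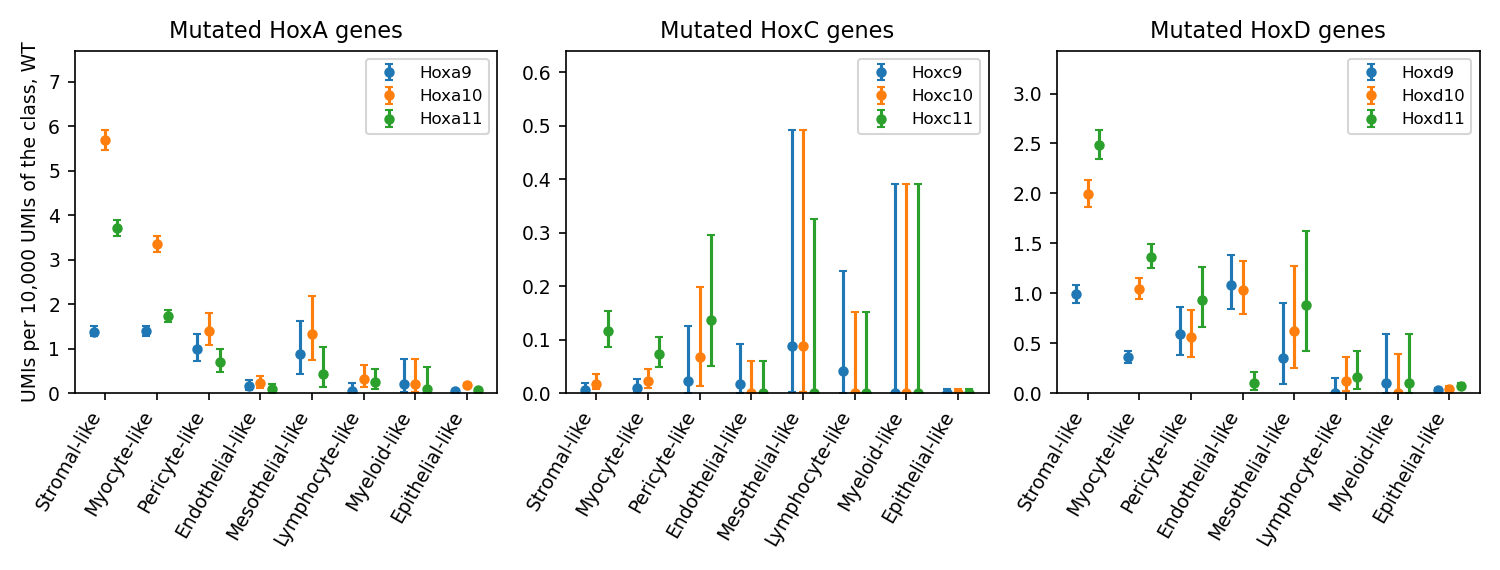
Levels of the 9 mutated Hox genes in WT cells, in UMIs per 10000 UMIs of each cell type, in a panel each for the HoxA, HoxC and HoxD genes. Points are levels and bars are 95% Poisson intervals; Hoxa10 reaches 5.70 in stromal-like cells, and the HoxC panel has a much smaller scale.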

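The mutated genes gave the same order in stromal-like and myocyte-like cells for HoxA, with Hoxa10 above Hoxa11 above Hoxa9, while in pericyte-like cells Hoxa9 differed from Hoxa10 and from Hoxa11 by less than counting error. For HoxD, Hoxd11 was above Hoxd10 and Hoxd10 above Hoxd9 in stromal-like and myocyte-like cells, and in pericyte-like cells Hoxd10 and Hoxd9 differed by less than counting error. A UMI of Hoxd3 was seen in 29.1% of stromal-like, 24.5% of pericyte-like and 19.2% of myocyte-like cells, against 1.78% of epithelial-like cells.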

The Hox codes for uterine stroma, pericytes and myocytes are remarkably similar.

**Figure 5:**
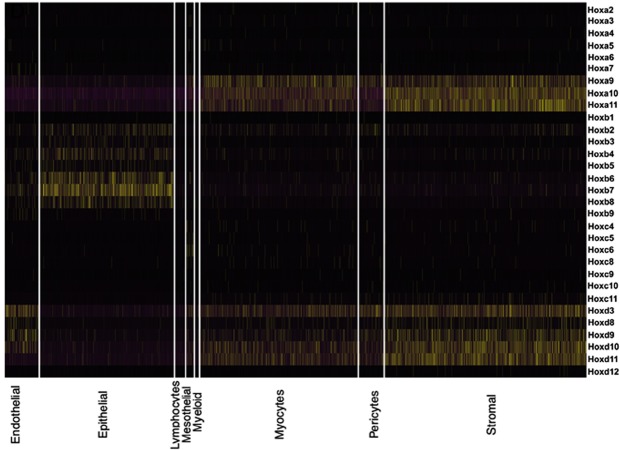
Expression of Hox genes in the PND12 developing wild type uterus. For the HoxA cluster only *Hox 9,10,11* genes show significant expression, with all three showing very similar expression levels in the stromal, myocyte and pericyte cells. HoxB cluster gene expression is mostly restricted to epithelial cells. The HoxC cluster shows very little expression in the developing wild type uterus, although there is compensatory upregulation in the ACD+/− uterus (Fig. 9). *Hoxd3,9,10,11* are expressed in the stromal, pericyte, myocyte and endothelial cell types. Only Hox genes with detected expression are shown.

This stromal expression of the ACD+/− mutated Hox genes, and absence of their expression in LE, suggests that the reduced invagination of LE cells to form glands in the ACD+/− mutants could be the result of altered cross talk between stroma and LE. Therefore, we restricted the analysis to growth factors expressed in stromal cells and their corresponding receptors in any cell type. Growth factors and receptors were filtered requiring detected expression in greater than 7.5% of cells in a cluster. This was to reduce the possible interactions to a more manageable number but resulted in a list that was not comprehensive. A Circos plot was generated that displays resulting potential growth factor/receptor interactions (Fig. 6)^65^. Of particular interest, stromal cells were found to express *Bmp*, *Cxcl12*, *Gdf10*, *Igf1*, *Manf*, *Rspo3* and *Tgfb2/3*, all potentially able to bind to their corresponding receptors on epithelial cells.

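All 15 ligands labelled in Fig. 6 had a UMI in more than 7.5% of stromal-like WT cells, and 12 of 15 did after cells were thinned to 1000 UMIs, with Bmp2, Bmp7 and Manf below the limit. Igf1 was seen in 49.9% of stromal-like cells, Cxcl12 in 21.2%, Gdf10 in 18.5%, Tgfb2 in 16.5%, Bmp1 in 15.4%, Manf in 14.7%, Tgfb3 in 14.4%, Rspo3 in 13.6%, Bmp2 in 12.1% and Bmp7 in 11.3%. The thinned shares were 34.1%, 12.0%, 10.6%, 9.25%, 8.34%, 7.42%, 7.69%, 7.75%, 6.56% and 5.33%, with 260 shallower cells left out. In lymphocyte-like cells, taken as background, Igf1 was seen in 5.36%, Cxcl12 and Rspo3 in 2.68%, Gdf10 in 1.79% and Tgfb3 in 0.893%. All 7 receptors labelled on epithelial cells exceeded 7.5% there, and 3 of 7 did after thinning. The epithelial-like shares were 30.8% for Lgr5, 21.1% for Bmpr1a, 19.9% for Kdelr1, 15.2% for Kdelr2, 10.8% for Igf1r, 10.2% for Tgfbr1 and 8.88% for Cxcr4. Thinned, with 159 cells left out, they were 13.9%, 9.27%, 8.43%, 5.44%, 3.91%, 3.60% and 3.37%. In stromal-like cells Lgr5 was seen in 0.519% and Cxcr4 in 0.613%. Within the epithelial-like cells the level of Cxcr4 in the GE-like subcluster relative to the others was 0.649 (0.324 to 1.18). Over all receptors and cell types labelled, 37 of 38 pairs exceeded the limit, all but Tgfbr1 in stromal-like cells with 7.17% (6.11 to 8.36%), and the thinned data moved this number most, to 19. From the stromal expression of the mutated Hox genes and its absence in LE, the paper raises altered cross talk between stroma and LE as a possible reason for the reduced formation of glands in ACD+/− mutants.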

**Figure 6:**
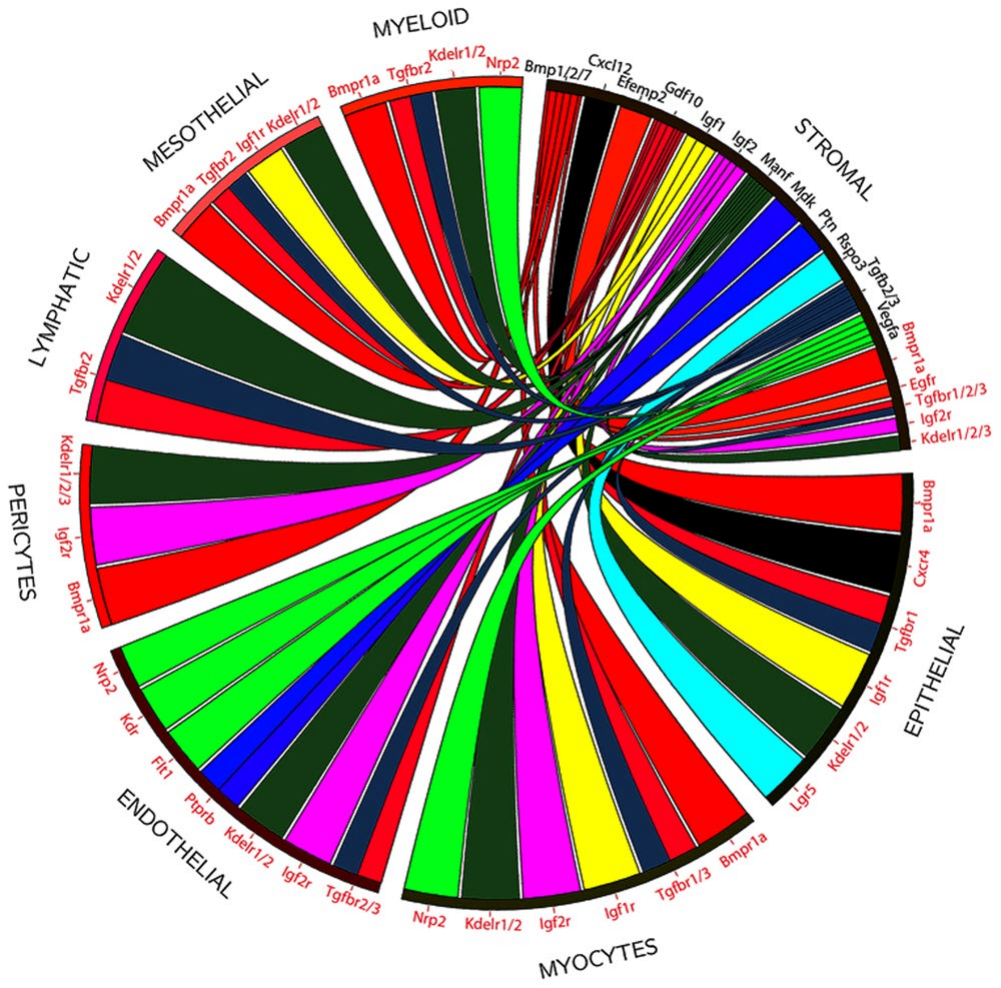
Potential ligand receptor interactions in the developing uterus. Circos plot showing ligands made by stromal cells (black) and receptors made by various cell types^29^, and potential interactions. The lists are not all inclusive due to filtering used to restrict the number of interactions.

The stromal growth factors and their corresponding epithelial receptors were then used to generate a network plot using GeneMania software^66^ (Fig. 7). The functional GO enrichment analysis indicates that some of the genes within the network are involved in gland development (P = 3.98E-16), morphogenesis of branching epithelium (P = 3.54E-16), morphogenesis of a branching structure (P = 7.67E-16), branching morphogenesis of an epithelial tube (P = 1.46E-15), and epithelial tube morphogenesis (P = 3.21E-12), consistent with a role in the initiation and/or progression of uterine gland development.

**Figure 7:**
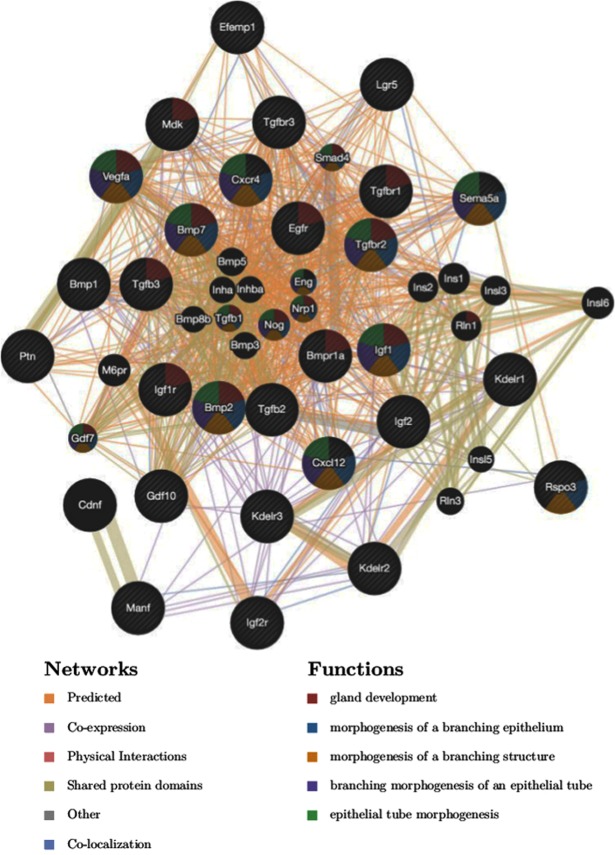
Functional analysis of expressed stromal ligand/epithelial receptors. The network plot was made using GeneMania software^66^. The functional GO enrichment analysis indicates that some of the genes within the network are involved in gland development (3.98E-16), morphogenesis of branching epithelium (3.54E-16), morphogenesis of a branching structure (7.67E-16), branching morphogenesis of an epithelial tube (1.46E-15), and epithelial tube morphogenesis (3.21E-12), consistent with a role in the initiation and/or progression of uterine gland development. Networks are represented as lines (edges) and functions as circles (nodes). Several types of network connections are identified, including co-expression, physical interactions, and shared protein domains, color coded.

### scRNA-Seq comparison of WT with mutant ACD+/− and ACD+/−WTA11 uterine cells

To better understand the altered gene expression patterns in each mutant cell type we also carried out scRNA-seq for ACD+/− and ACD+/−WTA11 PND12 uteri. 

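A single library was made for each mutant genotype, the ACD+/− library with 9 mutated Hox genes and the ACD+/−WTA11 library with 8 by the paper's text. The deposited labels of both name the HoxA and HoxD mutations and no HoxC mutation, so the HoxC genotype rests on the paper alone. The ACD+/− library held 2177 barcodes with 6664412 UMIs and the ACD+/−WTA11 library 3451 barcodes with 8751160 UMIs, again as unnormalized counts. The limits used for WT cells retained 2007 ACD+/− cells, with means of 1322 genes and 3143 UMIs, and 2143 ACD+/−WTA11 cells, with means of 1439 genes and 2919 UMIs. Hemoglobin exceeded its limit in 1292 barcodes (37.4%) of the ACD+/−WTA11 library and in 44 (2.02%) of the ACD+/− library, and without the histone and hemoglobin limits 3416 ACD+/−WTA11 cells remained. The median mitochondrial share was 3.98% in WT, 8.09% in ACD+/− and 3.86% in ACD+/−WTA11 cells. With 1 library per genotype, genotype and library are confounded, and no test between genotypes was made. By the run numbers in the sample labels, WT and ACD+/−WTA11 are neighbours and ACD+/− stands apart, so an effect of the run could also single out ACD+/−. Each change is the ratio to WT of the summed UMIs per 10000 in a cell type, with an exact conditional binomial interval. The mutations are frameshifts, the HoxC ones in the first exons, and counts of 3′ ends do not distinguish mutant from WT transcripts. In stromal-like cells the ratio of ACD+/− to WT was 1.64 (1.43 to 1.88) for Hoxa9, 0.742 (0.677 to 0.813) for Hoxa10 and 0.585 (0.516 to 0.662) for Hoxa11. For Hoxd9, Hoxd10 and Hoxd11 it was 1.22, 0.899 (0.777 to 1.04) and 0.786. In ACD+/−WTA11 the ratios were 1.21, 0.903 (0.832 to 0.980) and 1.13 (1.03 to 1.24) for the HoxA genes and 1.17, 1.19 and 1.01 for the HoxD genes. After cells were thinned to 1000 UMIs the ratio of Hoxa10 in ACD+/−WTA11 became 1.03 (0.907 to 1.17). In myocyte-like cells the ratios for Hoxa9, Hoxa10, Hoxa11, Hoxd9, Hoxd10 and Hoxd11, in this order, were 1.23, 0.710, 0.671, 1.59, 1.36 and 0.893 (0.737 to 1.08) in ACD+/−, and 1.35, 1.19, 1.28, 1.86, 1.96 and 1.40 in ACD+/−WTA11.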

All cells of the three genotypes were combined and clustered in an unsupervised manner resulting in 11 major cell types (Fig. 8, right panel). 

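Clustering of the 3 libraries together gave 20 clusters of 9 named types, the 8 types of WT cells and lymphatic endothelial-like cells. In the order WT, ACD+/− and ACD+/−WTA11, there were 2150, 596 and 604 stromal-like cells, 1798, 524 and 590 myocyte-like cells, and 1473, 478 and 677 epithelial-like cells. The endothelial-like cells numbered 351, 113 and 102, the pericyte-like cells 253, 176 and 88, and the lymphocyte-like cells 115, 24 and 42. Median depths were between 1935 and 2134 UMIs in stromal-like, 1740, 2110 and 2066 in myocyte-like, 2371, 4256 and 3355 in epithelial-like and 1350, 1914 and 1757 in endothelial-like cells. For stromal-like and myocyte-like cells, different clusters held most of the type in different libraries. Most stromal-like WT and ACD+/−WTA11 cells, 1682 and 497, lay in cluster 0, while 431 ACD+/− cells lay in cluster 8, which had 7 WT cells and 1 ACD+/−WTA11 cell. For myocyte-like cells, cluster 1 held 1200 WT and 485 ACD+/−WTA11 cells and cluster 10 held 347 ACD+/− cells, with 23 WT cells and 5 ACD+/−WTA11 cells. Epithelial-like cells overlapped more, with 369 WT, 355 ACD+/− and 200 ACD+/−WTA11 cells in cluster 2 and 578 WT, 6 ACD+/− and 306 ACD+/−WTA11 cells in cluster 3. A cluster that is mostly of a single library can reflect that library as well as its genotype. Scrublet called 24 ACD+/− cells (1.2%) and 33 ACD+/−WTA11 cells (1.54%) doublets, and they were kept. In a myocyte-like cluster of 141 cells 33.3% were called doublets, and in an epithelial-like cluster of 36 cells 97.2%.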

The clustered cells could then be color coded according to genotype (Fig. 8, left panel). Of interest, there were striking genotype specific differences for three clusters, the stromal, myocyte and epithelial cells. For example, within the stromal cluster the cells of the three genotypes clearly subclustered separately. The WT and ACD+/− cells were at the two ends of the cluster, with the ACD+/−WTA11 cells in between. 

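The place of ACD+/−WTA11 cells between WT and ACD+/− cells was measured by projecting the change of each gene in ACD+/−WTA11 on its change in ACD+/−, so that 0 is the WT level and 1 the ACD+/− level. Disjoint parts of the cells were used for the changes, to keep counting noise in WT from entering both. Both changes were still taken from the same WT library, so an effect of that library alone would also give a position above 0. In stromal-like cells the position was 0.202 (0.191 to 0.211 over 20 splits), from 10242 genes with at least 50 UMIs, and in myocyte-like cells 0.239 (0.227 to 0.249 over 20 splits). With classes taken from clustering each library alone, the myocyte-like position rose to 0.557, the greatest move of any setting. On simulated data with a position of 0.2, the same number of genes and no library effect, the measure gave 0.210.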

For the myocyte cluster there was a similar result, with the WT and ACD+/− cells at the two ends of the cluster and once again the ACD+/−WTA11 cells in between. For the epithelial cell cluster there was also genotype dependent cell separation, although not as complete as observed in the stromal and myocyte clusters. It is interesting to note that the cell types with the greatest genotype specific differences (stromal and myocyte) were the cells with the strongest expression for the mutated Hox genes.

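Separation was measured as the share of a cell's 15 nearest neighbours of its type that came from its own library, with equal cells per library and every cell thinned to 1000 UMIs. Mixing without regard to library gives 33.3% by chance, and 3 random groups of stromal-like cells of the WT library gave 33.3%. Those groups hold no library effect, so they do not show what separate libraries of the same genotype would give. The mean over 20 draws was 70.8% (draws 70.1 to 71.5%) for stromal-like cells with 561 cells per library, 66.5% (draws 66.1 to 67.1%) for myocyte-like cells with 502 and 64.8% (draws 63.9 to 65.7%) for epithelial-like cells with 456. By library, the stromal-like share was 60.1% for WT, 88.2% for ACD+/− and 64.0% for ACD+/−WTA11 cells. At least 1000 UMIs per cell were needed, which left out 315 stromal-like, 360 myocyte-like and 216 epithelial-like cells. Taking the principal components from each type alone with an equal number of cells in every type, a setting chosen after seeing the data, moved these shares most, to 44.6%, 43.0% and 40.0%. In that setting the stromal-like share was 28.0% for WT and 32.8% for ACD+/−WTA11 cells, near or below the chance of 32.4% at this number of cells, and 72.9% for ACD+/− cells.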

**Figure 8:**
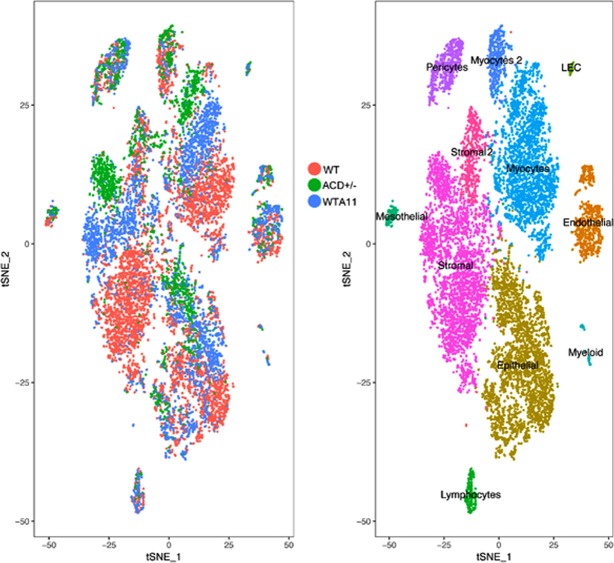
Comparison of WT, ACD+/− and ACD+/−WTA11 cells. Cells of all three genotypes were combined for unsupervised clustering analysis. Right panel shows t-SNE plot color coded according to resulting cells types, as labeled. Left panel shows the same t-SNE only color coded according to genotype. Of interest, the two cells types, stromal and myocyte, with strongest expression of the mutated Hox genes show very distinct cell separations based on genotype. For example, the stromal cluster includes ACD+/− cells grouping at the top, WT cells at the bottom, and ACD+/−WTA11 cells in between. Myocytes show a very similar separation. Other cell types, such as endothelial, and lymphocytes, with little expression of the Hox genes mutated, show no such separation based on genotype, arguing against a simple batch effect explanation.

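The same share of own-library neighbours was 53.8% (draws 51.6 to 55.8%) in endothelial-like cells with 88 cells per library, 44.0% (draws 42.2 to 46.8%) in lymphocyte-like cells with 23 and 58.2% (draws 55.6 to 63.0%) in pericyte-like cells with 85. Chance at these numbers is 33.1%, 32.4% and 33.1%. By library, in the order WT, ACD+/− and ACD+/−WTA11, the share was 42.4%, 69.1% and 49.9% in endothelial-like and 30.9%, 60.2% and 41.0% in lymphocyte-like cells, so that lymphocyte-like WT cells were below chance. The stromal-like share exceeded the endothelial-like share by 17.0 percentage points. With an equal number of cells in every type the gap was 12.0 points, and with principal components of each type alone in addition it was 4.26 points, both settings chosen after seeing the data. The paper reasons that cell types with little expression of the mutated Hox genes show no separation by genotype, and argues from this against a simple batch effect.

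**Figure D2:**
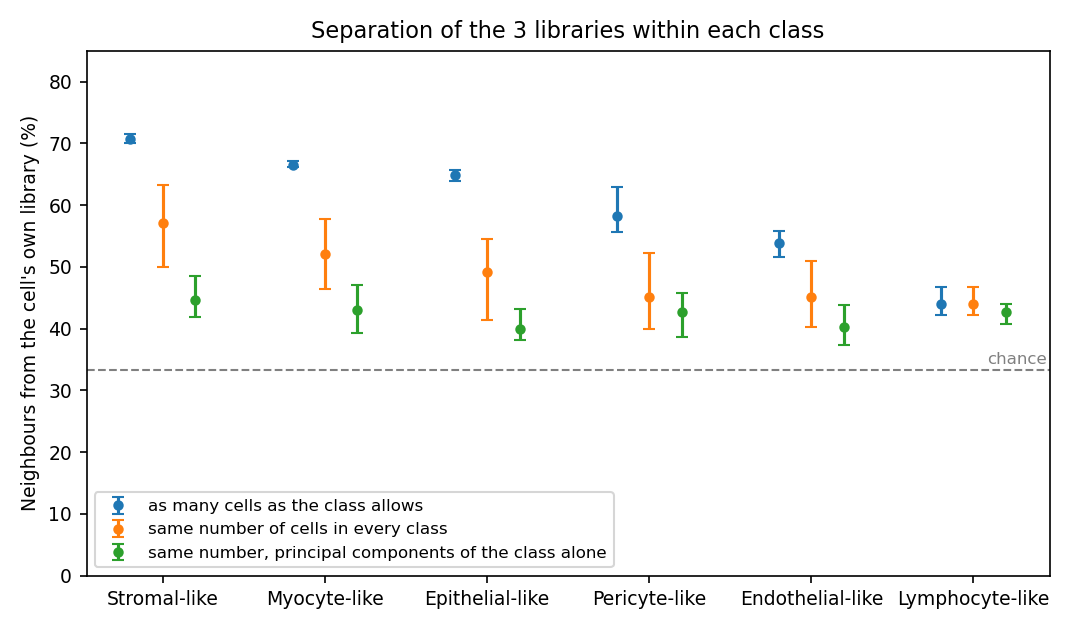
Share of the 15 nearest neighbours that come from a cell's own library (vertical axis, percent) for 6 cell types. Points are means over 20 draws, bars run from the lowest to the highest draw, colors mark how cells and principal components were chosen, and the dashed line is chance; all points lie above the line.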

We then specifically examined the differential expression of WT versus ACD+/− stromal cells to find possible changes in gene expression that might result in perturbed stromal-LE signaling. 

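Of the 460 genes that Table S2 lists for stromal cells, 451 could be compared, and the ratio of ACD+/− to WT in stromal-like cells went the listed way for all 326 listed lower and all 125 listed higher. The study chose this list on the same libraries, so the tally checks the table and is no independent evidence. Across these genes, which are not independent replicates, the rank correlation of the log ratio with that in the table was 0.905. Stromal-like cells lay mostly in cluster 0 in WT and cluster 8 in ACD+/−, and the ratios carry that difference. Among genes with at least 100 UMIs that changed the same way in ACD+/−WTA11, the lowest ratios were 0.0134 (0.000337 to 0.0751) for Cdh5, an endothelial marker, from 253 WT UMIs and 1 ACD+/− UMI, 0.05 (0.0161 to 0.118) for Vit, 0.0559 for AA465934, 0.0647 for Cyp1b1 and 0.0845 for 6030408B16Rik. In ACD+/−WTA11 they were 0.348, 0.261, 0.475, 0.407 and 0.210. The highest ratios were those of Cwc22, 33.7 (28.5 to 40.1), and of the related genes Gm13695, Gm13694, Gm13698 and Gm13696, between 35.4 and 40.4, which are near-identical to each other, so that they can share reads and do not count as separate results. Cwc22 was at 1.17 times WT in ACD+/−WTA11.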

Genes involved in signaling with reduced expression in the mutant stroma included *Thbs1*, *Thy1*, *Igfbp6*, *Gas6*, *Cd44*, *Ndp*, and *Cxcl12*. 

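In stromal-like cells all 7 genes had ratios of ACD+/− to WT below 1, and 6 of 7 did so beyond counting error. The ratio was 0.276 (0.195 to 0.381) for Thbs1, from 490 WT and 40 ACD+/− UMIs, and 0.157 (0.104 to 0.230) for Thy1, from 601 and 28. It was 0.327 (0.248 to 0.425) for Igfbp6, 0.334 (0.269 to 0.412) for Gas6 and 0.232 (0.141 to 0.361) for Cd44. Ndp and Cxcl12 are given with the sentences on each. In ACD+/−WTA11, 6 of the 7 genes were below WT, 5 beyond counting error, with ratios of 0.771 (0.626 to 0.943) for Thbs1, 0.943 for Thy1, 0.437 for Igfbp6, 1.04 (0.911 to 1.17) for Gas6 and 0.350 for Cd44. In cluster 4, the stromal-like cluster shared by all 3 libraries, Igfbp6 went the other way, from 0.414 (0.268 to 0.611) UMIs per 10000 in WT to 0.835 (0.555 to 1.21) in ACD+/−, from 25 and 28 UMIs. In the same cluster Thbs1 went from 0.629 (0.445 to 0.863) to 0.447 (0.250 to 0.738). Thy1 went from 0.497 (0.335 to 0.709) to 0.388 (0.206 to 0.663), so that the intervals of both genes overlapped. Gas6, Cd44 and Ndp fell there with separate intervals, from 2.73 to 1.58, 0.364 to 0.0596 and 0.298 to 0.0298. Thinning cells to 1000 UMIs moved Thbs1 in ACD+/− to 0.389. Leaving out that cluster, a setting chosen after seeing the data, moved this family most, for Cxcl12.

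**Figure D3:**
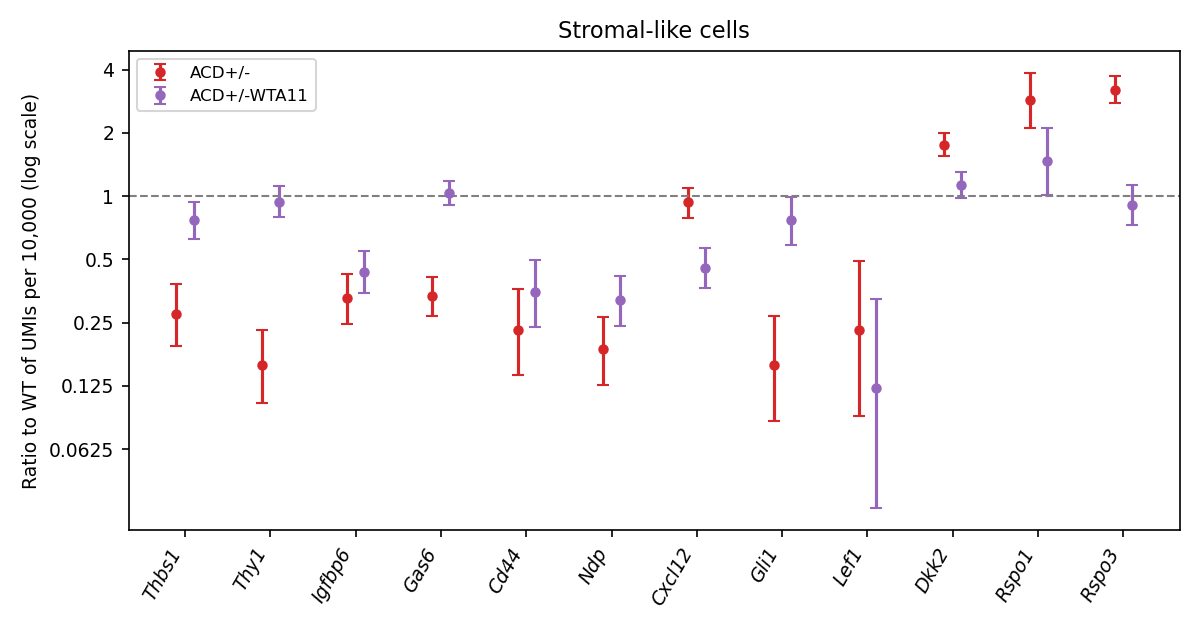
Ratios to WT of 12 genes in stromal-like cells of the ACD+/− and ACD+/−WTA11 libraries, on a log scale in which 1 is the WT level. Points are ratios of UMIs per 10000 and bars are 95% intervals from counting error; Thy1 is at 0.157 in ACD+/− and 0.943 in ACD+/−WTA11.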

Thbs1 is a major activator of Tgf-beta^67^, so reduced *Thbs1* expression in the mutant stroma suggests reduced Tgf-beta signaling. As noted earlier, Tgf-beta is expressed by stromal cells and its receptor is expressed by LE. Also of interest, Thy1 can interact with integrins to drive cell adhesion/migration responses^68^, which could play a role in GE formation. Of note, *Gas6* mutant mice are viable and give normal size litters^69^, arguing against a key role for *Gas6* in GE formation.

Of particular interest, the *Ndp* gene with reduced expression in mutant stroma encodes Norrin protein, which can interact with frizzled receptor to drive canonical Wnt signaling^70^, which in turn is critically important for GE formation. 

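Dkk2 in stromal-like cells had a ratio of ACD+/− to WT of 1.76 (1.55 to 1.99) and of ACD+/−WTA11 to WT of 1.13 (0.976 to 1.30). Its level was 1.55 UMIs per 10000 in WT and 2.72 in ACD+/−. In the shared stromal-like cluster 4 it went the other way, from 3.54 (3.08 to 4.05) in WT to 0.924 (0.628 to 1.31) in ACD+/−, with 2.52 in ACD+/−WTA11, while it was at 1.30 in cluster 0 of WT and 3.46 in cluster 8 of ACD+/−, the clusters that held most cells.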

Consistent with reduced Wnt signaling in the mutant there was increased expression of *Dkk2* (1.9 FC), which encodes a Wnt inhibitor. 

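Rspo1 had 98 UMIs in WT and 83 in ACD+/− stromal-like cells, a ratio of 2.86 (2.11 to 3.87), and Rspo3 had 371 and 352 UMIs, a ratio of 3.21 (2.76 to 3.72). In ACD+/−WTA11 the ratio was 1.48 (1.02 to 2.12) for Rspo1 and 0.908 (0.725 to 1.13) for Rspo3. In myocyte-like cells, where Rspo3 was seen in 53.5% of WT cells, its ratio was 1.32 in ACD+/− and 0.801 in ACD+/−WTA11.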

The mutants, however, also showed increased expression of *Rspo1* and *Rspo3*, which activate canonical Wnt signaling. In addition, we observed decreased expression of *Gli1* and *Ptch2* in mutants, suggesting reduced Hedgehog signaling.

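Gli1 had 300 UMIs in WT, 14 in ACD+/− and 73 in ACD+/−WTA11 stromal-like cells, ratios of 0.158 (0.0852 to 0.269) and 0.766 (0.585 to 0.992). In the shared stromal-like cluster 4 the intervals overlapped, with 0.281 (0.164 to 0.451) UMIs per 10000 in WT and 0.209 (0.0839 to 0.430) in ACD+/−. Its level was 0.711 in cluster 0 of WT and 0.0608 in cluster 8 of ACD+/−, the clusters that held most cells.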

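Cxcl12 had 695 UMIs in WT, 192 in ACD+/− and 101 in ACD+/−WTA11 stromal-like cells. The ratio to WT was 0.933 (0.791 to 1.10) in ACD+/− and 0.457 (0.368 to 0.564) in ACD+/−WTA11. The level differed between stromal-like clusters. In cluster 4, which held at least 10% of the stromal-like cells of every library, Cxcl12 was at 4.50 UMIs per 10000 in WT, 4.95 in ACD+/− and 3.92 in ACD+/−WTA11. In cluster 0 it was at 1.08 in WT and 0.232 in ACD+/−WTA11, and in cluster 8, which held most ACD+/− cells, at 0.122 in ACD+/−. Without cluster 4, a setting chosen after seeing the data, the ratio of ACD+/− to WT was 0.239 (0.154 to 0.355) and that of ACD+/−WTA11 0.228 (0.153 to 0.329). In the settings chosen beforehand the ratio of ACD+/− lay between 0.855 and 1.02. In endothelial-like cells Cxcl12 had a ratio of 1.60 (1.37 to 1.86) in ACD+/−.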

Finally, *Cxcl12*, also known as stromal cell derived factor 1 (*Sdf1*), was strongly down regulated (3.8 FC) in the ACD+/− mutant stroma. Of interest, Cxcl12 drives angiogenesis, tubulogenesis and cell migration^31,33,71–73^ through interaction with its Cxcr4 receptor, which is expressed in the LE.

### RT-PCR analysis of gene expression in mutant uteri

We carried out RT-PCR to further validate selected gene expression differences in mutants. First, we were interested in the altered expression of the *Hoxc9,10,11* genes themselves. As noted previously, in the wild type uterus *Hoxc9* and *Hoxc10* show very low expression, with *Hoxc11* having low but significant expression in the uterine stroma (Fig. 5). 

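Over all cells, Hoxc9 had 11 UMIs in WT and 63 in ACD+/−, a ratio of UMIs per 10000 of 13.0 (6.81 to 27.4). Hoxc10 had 21 and 57 UMIs, a ratio of 6.18 (3.69 to 10.7), and Hoxc11 had 86 and 70, a ratio of 1.85 (1.33 to 2.57). In stromal-like cells the ratio was 14.4 (4.68 to 58.7) for Hoxc9, from 4 WT and 17 ACD+/− UMIs, 12.4 (4.87 to 37.4) for Hoxc10, from 6 and 22, and 2.32 (1.48 to 3.58) for Hoxc11, from 54 and 37. In myocyte-like cells the ratios were 18.6, 4.81 and 2.89, Hoxc9 from 3 WT UMIs. These counts do not separate transcripts of the mutant allele from those of the WT allele.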

The scRNA-seq data showed significant upregulation of all three genes in the ACD+/− uterus (data not shown). RT-PCR confirmed the upregulated expression of these genes (Fig. 9). These genes show upregulation even though each is heterozygous for a frameshift mutation in the first exon that would be expected to result in increased nonsense mediated decay. These results suggest that the *Hoxc9,10,11* genes normally play a limited role in early uterus development but undergo increased compensatory expression when the dose of *Hoxa9,10,11* and *Hoxd9,10,11* genes is reduced. It is interesting to note that in the ACD+/−WTA11 uterus, with two wild type copies of *Hoxa11*, there was no significant upregulation of *Hoxc9,10,11* (data not shown). 

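Over all cells of the ACD+/−WTA11 library, Hoxc9 had 7 UMIs, Hoxc10 had 19 and Hoxc11 had 34. Their ratios to WT were 1.46 (0.480 to 4.13), 2.08 (1.06 to 4.06) and 0.907 (0.591 to 1.36), so that the interval of Hoxc10 alone lay above equal levels. In stromal-like cells the ratio was 1.57 (0.142 to 11.0) for Hoxc9, 3.67 (1.06 to 13.2) for Hoxc10, from 7 UMIs, and 1.52 (0.911 to 2.46) for Hoxc11. Thinned to 1000 UMIs, Hoxc10 in stromal-like ACD+/−WTA11 cells was at 1.13 times WT.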

As noted previously, they (*Hoxc10,11*) are also normally expressed in the adult uterus, where uterine gland formation continues^35^.

**Figure 9:**
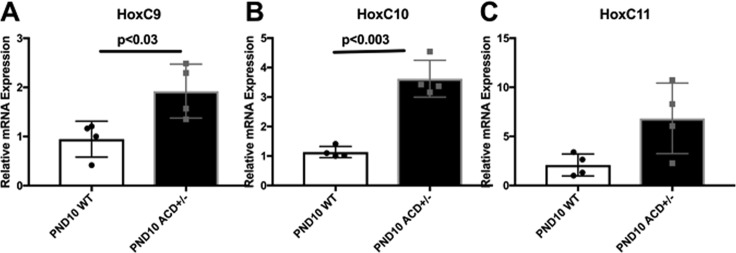
Compensatory expression of *Hoxc9,10,11* genes in PND10 ACD+/− mutant uteri. RT-PCR was used to compare expression levels of *Hoxc9,10,11* in WT and ACD+/− mutant uteri at PND10. There appeared to be significant upregulation in ACD+/− mutants, even though all of the *Hoxc9,10,11* genes were heterozygous mutant, carrying a first exon deletion resulting in a frameshift mutation that that should result in nonsense mediated decay for half of the transcripts.

RT-PCR was used to confirm the reduced expression of *Lef1*, *Sox9*, *Sp5*, *Gli1*, *Ptch2*, and *Cxcl15* in ACD+/− mutant uteri compared to WT. We examined both WT and ACD+/− PND10 and PND20 uteri. The Lef1 transcription factor is a mediator of Wnt signaling but is also a key target, with Wnt signaling reporter transgenes often including concatemerized Lef binding sites^74^. The observed significant reduction of *Lef1* expression therefore gives evidence for reduced Wnt signaling in the ACD+/− mutant uterus (Fig. 10). The observed reduced expression of *Sp5*, a known Wnt target^75^, is also consistent with reduced Wnt signaling (Fig. 10).

**Figure 10:**
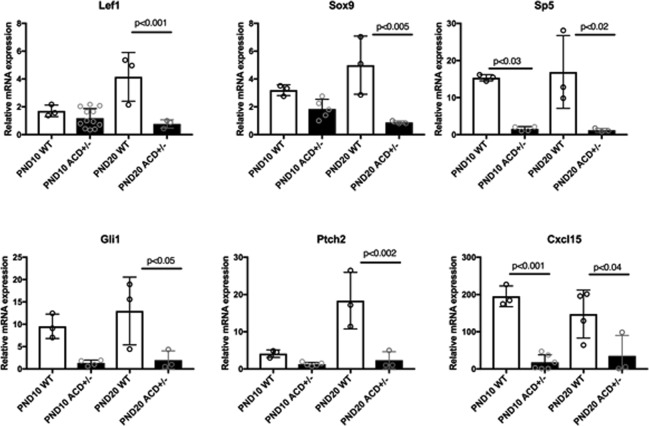
RT-PCR analysis of altered gene expression in ACD+/− mutants. RNA was isolated from PND10 and PND20 wild type and mutant whole uteri. There was reduced mutant expression of *Lef1*, consistent with reduced Wnt signaling in mutants. *Sp5*, and target of Wnt signaling, also showed reduced expression in mutants. *Gli1* and *Ptch2* also showed lower expression in mutants, suggesting perturbed hedgehog signaling. *Cxcl15* and *Sox9* have highest expression in the GE, and their reduced expression therefore likely reflects reduced GE representation in mutants. Values were scaled to *Gapdh*.

The scRNA-seq and RT-PCR data also provide evidence for reduced hedgehog signaling. *Gli1* and *Ptch2* encode integral components of the hedgehog signaling pathway and are also targets of hedgehog signaling^76^. Expression of Gli and Ptch are increased by hedgehog signaling and thus they serve of markers of hedgehog signaling^77,78^. The RT-PCR validation of reduced expression of both *Gli1* and *Ptch2* in the mutant uterus therefore gives evidence for decreased hedgehog signaling (Fig. 10). In addition, RT-PCR showed lowered expression levels for *Sox9* and *Cxcl15*. The *Cxcl15* gene shows restricted expression in the GE of the uterus (Table S1)^79^, and its reduced expression in ACD+/− uteri is therefore likely a simple reflection of reduced GE representation in the mutants.

### Immunhistochemistry

We further examined the reduced Wnt signaling in ACD+/− uteri using immunostaining with Lef1 antibody. At PND10 there was dramatic reduction of Lef1 expression in ACD+/− mutants (Fig. 11, top panels). We then asked if this reduced expression persisted in adults. We observed that during diestrus, estrus, and also in the E5 post vaginal plug uterus there was significant reduction of Lef1 expression in mutants (Fig. 11). In WT adult uteri Lef1 expression was restricted to stroma during diestrus and at E5, but during estrus Lef1 was expressed in both stroma and GE. Lef1 was also expressed in budding LE that was forming GE at PND10. In mutants the very low levels of Lef1 expression observed appeared restricted to stroma.

**Figure 11:**
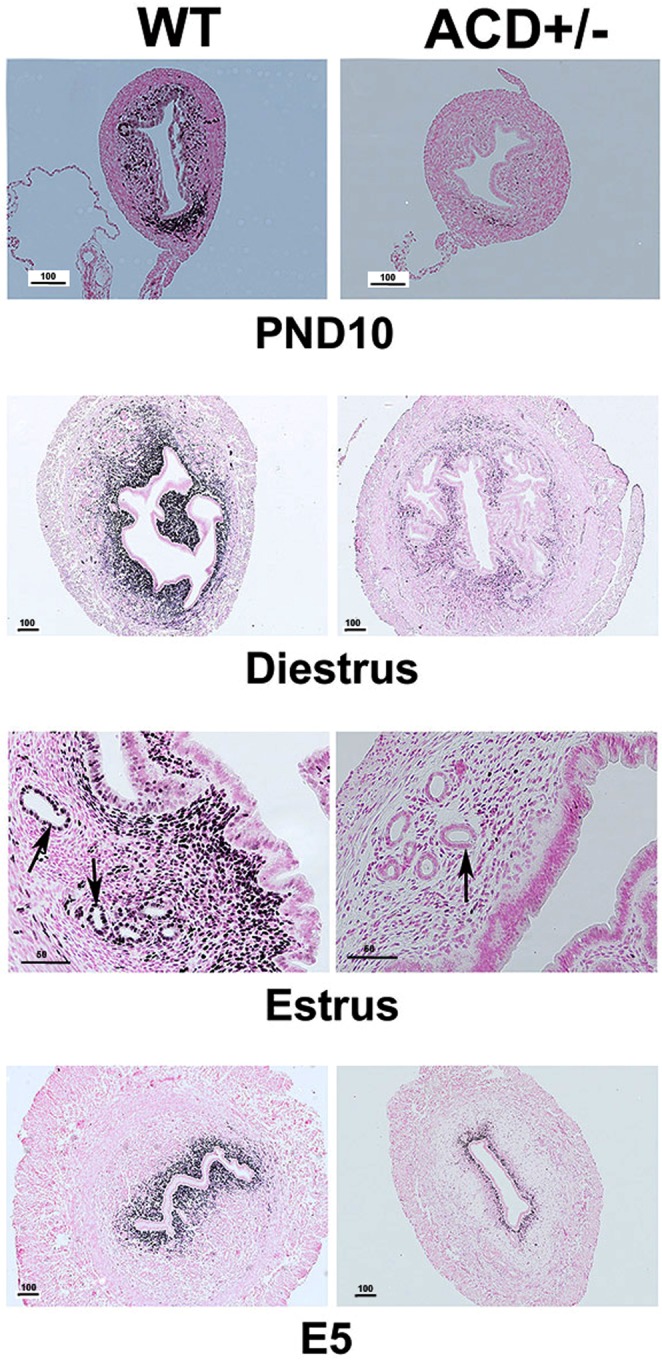
Immunohistochemical analysis of Lef1 expression. At PND10 there was robust Lef1 expression in uterine stromal cells, in particular at the mesometrial pole. In ACD+/− mutants (right panels) Lef1 expression was greatly reduced. Reduced Lef1 expression in mutants was also seen in adults at diestrus, estrus and at E5 post fertilization. During estrus there was Lef 1 expression in GE as well as stroma in WT uterus. Arrows point to uterine glands. Scale bars in microns.

## Discussion

In this study we identify novel female fertility function for the *Hoxc9,10,11* genes, with ACD+/− mice showing a much more severe infertility phenotype than AD+/− mice. Histologic analysis showed an approximate ten fold reduction in the number of uterine glands in ACD+/− mice compared to wild type. Single cell RNA-seq was used to explore the gene expression programs driving distinct lineage trajectories in the wild type developing uterus, as well as to globally define the perturbed gene expression patterns in the multiple cell types of the ACD+/− and ACD+/−WTA11 mutant uteri. Unsupervised clustering of the WT cells identified eight distinct cell types, including epithelial, endothelial, stromal, myocytes, lymphocytes, myeloid, pericytes and mesothelial. Subclustering was carried out for five of these cell types, for example dividing endothelial cells into capillary, arterial, venous and lymphatic cell subtypes. Epithelial cells were divided into glandular and luminal subtypes. In addition, we identified a considerable heterogeneity of stromal and myocyte cells. The results define the differential gene expression of these various cell types and subtypes and characterize the transcription factor codes that drive lineage specific development. The scRNA-seq data further allows the analysis of potential growth factor/receptor interactions between the different cell types in the PND12 uterus. These results confirm and significantly extend the previous laser capture microdissection/microarray study^56^ and scRNA-seq analysis of developing uterine epithelial cells^80^.

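The size of the change was compared between cell types as the root mean square of the log2 ratio to WT over genes well counted in all of them, from disjoint parts of the cells so that counting noise cancels. For ACD+/− and 1054 genes it was 0.53 in stromal-like, 0.48 in myocyte-like, 0.43 in epithelial-like, 0.46 in endothelial-like and 0.54 in pericyte-like cells. For ACD+/−WTA11 and 889 genes it was 0.24, 0.25, 0.28, 0.26 and 0.25 in the same order. In myocyte-like cells the lowest ratios of ACD+/− to WT were those of Gli1 (0.0205 (0.000514 to 0.116), from 136 WT UMIs and 1 ACD+/− UMI), Vit (0.0281, from 99 and 1), Aurkb (0.0592, from 141 and 3), Map2 (0.0628, from 133 and 3) and Col18a1 (0.0856). The highest were those of Cwc22 (18.6) and its partial copies Gm13691, Gm13697 and Gm13693, which can share reads with each other, and of Erdr1, 5.76 (4.51 to 7.41) in ACD+/− and 5.90 in ACD+/−WTA11. Myocyte-like cells lay mostly in cluster 1 in WT and cluster 10 in ACD+/−, and the ratios carry that difference. Cluster 12, led by cell cycle genes, held 10.7% of myocyte-like WT and 4.96% of ACD+/− cells. Cluster 15, in which 33.3% of cells were called doublets, held 105 WT cells and 0 ACD+/− cells. Table S2 lists 291 genes for myocytes. Of 285 compared, all 167 listed lower and 117 of 118 listed higher went the listed way, and the exception was Marc2, named after its value was seen.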

As might be expected, the ACD+/− and ACD+/−WTA11 mutant uteri show the greatest gene expression changes where the mutated Hox genes are most strongly expressed, in myocyte and stromal cells. 

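On the scale from 0 at WT to 1 at ACD+/−, the endothelial-like cells of the ACD+/−WTA11 library were at 0.166 (0.135 to 0.201 over 20 splits) and the pericyte-like cells at 0.214 (0.196 to 0.227 over 20 splits). The cosine between the changes in the mutants was 0.367 in stromal-like, 0.376 in myocyte-like, 0.466 in epithelial-like, 0.376 in pericyte-like and 0.260 in endothelial-like cells, where 1 is the same direction. With the same 2781 genes in every type, a setting chosen after seeing the data, the position was 0.0866 in stromal-like, 0.0951 in myocyte-like, 0.209 in epithelial-like, 0.160 in pericyte-like and 0.0548 in endothelial-like cells. With genes of at least 200 UMIs, 943 of them in endothelial-like cells, the endothelial-like position was 0.0316, with splits on both sides of 0.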

For these cell types the ACD+/−WTA11 cells show a striking intermediate gene expression state, between the ACD+/− and WT cells, consistent with their intermediate severity genotype (Fig. 9). 

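In epithelial-like cells, which lay mostly in clusters 3 and 2 in WT and in cluster 2 in ACD+/−, the lowest ratios of ACD+/− to WT were 0.0205 (0.00246 to 0.0752) for BC048546, from 163 WT and 2 ACD+/− UMIs, 0.0363 for F5, from 184 and 4, 0.0471 (0.0370 to 0.0593) for Calb1, 0.0477 for Npl and 0.0526 for Isg15. In ACD+/−WTA11 the ratio was 0.579 for Calb1 and 0.0307 for Isg15. The GE gene F5 marks the GE-like cluster, which held 251 WT cells, 1 ACD+/− cell and 24 ACD+/−WTA11 cells. Other GE genes were also lower, with ratios of 0.272 (0.146 to 0.473) for Foxa2 and 0.0561 for Cxcl15, from 119 WT and 4 ACD+/− UMIs. In ACD+/−WTA11 they were lower too, with ratios of 0.0907 (0.0288 to 0.219) for Foxa2, from 92 WT and 5 ACD+/−WTA11 UMIs, 0.136 for F5 and 0.0981 for Cxcl15. The GE-like cluster held 17.0% of epithelial-like WT, 0.209% of ACD+/− and 3.55% of ACD+/−WTA11 cells. Ratios of GE genes can therefore reflect the share of GE-like cells and not a level per cell. The paper reports wild type gland numbers in adult ACD+/−WTA11 uteri, and the fewer GE-like cells in this PND12 library were not explained here. Sox9 was at 0.409 (0.312 to 0.530) times WT in ACD+/− and 0.431 in ACD+/−WTA11, Cxcr4 at 0.586 and 0.486, and Sp5, with 77 WT UMIs and 1 ACD+/− UMI, at 0.0217 (0.000542 to 0.124). Serpinb11 had the highest ratio and is taken up among the additional observations, followed by the partial copies of Cwc22 Gm13691, Gm13697, Gm13694 and Gm13693, between 14.1 and 16.9, which can share reads with each other. The position of ACD+/−WTA11 between WT and ACD+/− was 0.339 (0.329 to 0.350 over 20 splits). Table S2 lists 316 genes for epithelial cells, and of 306 compared, all 244 listed lower and all 62 listed higher went the listed way.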

There were also pronounced differences in gene expression of the ACD+/− mutant epithelial cells, even though they show very little expression of the mutated Hox genes, suggesting that this might be the result of disrupted cross talk with the mutant stroma.

Several growth factor/receptor pathways of interest were altered in the mutants. There was reduced *Gli1* and *Ptch2* expression in the ACD+/− uterus (Fig. 11), giving evidence for reduced hedgehog signaling. Both *Gli1* and *Ptch2* were previously shown to be expressed in neonatal uterine stroma^81^. There was also evidence of reduced Tgfbeta signaling in ACD+/− uteri. The mutant stromal cells show 2.5 FC reduced expression of thrombospondin (*Thbs1*), which functions to activate latent Tgfbeta^82^ and the epithelial cells show reduced expression (2.5 FC) of *Dcn*, which binds Tgfbeta and enhances its activity^83^.

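Thbs1 was at 1.05 UMIs per 10000 in WT, 0.289 in ACD+/− and 0.807 in ACD+/−WTA11 stromal-like cells, and its epithelial-like ratio of ACD+/− to WT was 0.961 (0.627 to 1.45). Dcn in epithelial-like cells had 222 UMIs in WT, 25 in ACD+/− and 59 in ACD+/−WTA11, ratios of 0.188 (0.119 to 0.285) and 0.443 (0.327 to 0.593). Its WT level there, 0.485 UMIs per 10000, was below that in endothelial-like (0.835), pericyte-like (1.09) and lymphocyte-like (0.971) cells, while stromal-like cells had 20.3. In the ACD+/− library Dcn also fell in endothelial-like cells, with a ratio of 0.212 (0.0661 to 0.530), and in pericyte-like cells, with a ratio of 0.290, but in stromal-like cells it was at 0.919. With classes from clustering each library alone, the epithelial-like ratio was 0.808 (0.629 to 1.03).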

Wnt signaling was dramatically reduced in the ACD+/− mutant uteri. Lef1 is a member the Tcf/Lef family of transcription factors and interacts with β-catenin to up-regulate Wnt target genes. Lef1 showed expression in a subset of stromal cells of WT PND10 uteri, especially in the mesometrial region (Fig. 11). Reduced Lef1 expression in ACD+/− mutants was shown by scRNA-seq, RT-PCR (Fig. 10) and IHC (Fig. 11). 

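By scRNA-seq, Lef1 had 103 UMIs in WT, 7 in ACD+/− and 4 in ACD+/−WTA11 stromal-like cells. The ratio to WT was 0.230 (0.0901 to 0.490) in ACD+/− and 0.122 (0.0327 to 0.323) in ACD+/−WTA11. Epithelial-like cells had 28, 1 and 9 UMIs, and the ratio of ACD+/− was 0.0596 (0.00146 to 0.361).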

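Ndp had 580 UMIs in WT, 32 in ACD+/− and 59 in ACD+/−WTA11 stromal-like cells, ratios of 0.186 (0.126 to 0.266) and 0.320 (0.241 to 0.419).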

The ACD+/− mutant uteri stroma also showed reduced expression of *Ndp* (2.7 FC), which encodes Norrin, a non-Wnt ligand for Frizzled receptor, capable of activating canonical Wnt signaling^84^. The mutants also showed lower expression of *Sp5* (Fig. 10) a known Wnt target^75^. A majority of *Lef1*−/− mice die by two weeks of age with missing teeth, mammary glands, whiskers, hair^20^ and most relevant, absence of uterine glands^85^. Previous studies have shown that Wnt signaling is essential for proper uterine gland formation. Wnt4^86^, Wnt7a^87^, Wnt5a^88^, Wnt11^1^ and β-catenin^89–91^ are all required for gland formation. The *Wnt7a* mutant is of particular interest. *Wnt7a* expression is in the luminal uterine epithelium postnatally^87,92^, with mutants showing near complete absence of uterine glands, loss of postnatal expression of *Hoxa10* and *Hoxa11*, and partial homeotic transformation of uterus, surprisingly, towards vagina, as measured by the mutant stratified luminal epithelium, similar to the *Hox9,10,11* mutants we previously described^25^. Further, *Hoxa11* is required to maintain *Wnt7a* expression^88^. These combined observations suggest a positive feedback loop, with Hox genes activating Wnt signaling and Wnt signaling activating Hox genes. Of note, the ACD+/− uterus is not homozygous mutant for any Hox gene. The dramatic effect on Wnt signaling resulting from heterozygous mutation of nine related Abd-B Hox genes provides further evidence of their functional overlap. Taken together these results strongly suggest that reduced Wnt signaling in ACD+/− mutants contributes to the failure of formation of normal numbers of uterine glands.

Of interest, it should be noted that the PND12 scRNA-seq data detected minimal *Hoxc9,10,11* expression in the developing wild type uterus, although there was significantly upregulation in the context of reduced *Hoxa9,10,11/Hoxd9,10,11* expression. The redundant *Hoxc9,10,11* may therefore be normally hidden. The data do not exclude, however, the possibility that *Hoxc9,10,11* genes show expression in wild type uterus at other times. The strongly synergistic phenotype, with *Hoxc9,10,11* female mice showing normal fertility, and AD+/− females showing approximate 50% reduced fertility, while ACD+/− mice show complete infertility, certainly argues in favor of redundancy.

The ACD+/− mutant uteri additionally showed reduced (3.8 FC) stromal expression of *Cxcl12*, also known as stromal cell-derived factor 1 (*Sdf1*), which encodes a ligand for Cxcr4, expressed by the LE. In multiple developing contexts Cxcr4/Cxcl12 interaction has been previously shown to drive cell migration and tubulogenesis^30–34^, key steps in uterine gland formation. Cxcl12 is a powerful chemoattractant for many cell types^93–95^, and inward movement of LE cells is a key first step in uterine gland formation. Indeed, Cxcl12 and its G protein-coupled receptor Cxcr4 have been proposed to control cell movement in many developing organs^96^. For example, in the developing pancreas, similar to the uterus, *Cxcl12* is expressed in the mesenchyme while *Cxcr4* is expressed in epithelial cells. Either genetic mutation or pharmacologic inhibition of Cxcl12 with AMD3100 resulted in a significant reduction of epithelial buds during pancreas branching morphogenesis^97^. Similar, in the developing kidney the inhibition of Cxcl12/Cxcr4 with AMD3100 causes a severe reduction of ureteric bud branching morphogenesis^33^. Taken together these results give evidence for a role for the reduced mutant expression of *Cxcl12* in the observed formation of fewer uterine glands.

## Conclusions

In summary this study identifies potentially redundant roles for the *Hoxa9,10,11*, *Hoxc9,10,11, Hoxd9,10,11* genes in uterine gland formation. We further used scRNA-seq to define the gene expression patterns of the multiple cell types of the WT developing uterus. The results define the gene expression patterns driving lineage specific development. In addition, scRNA-seq was used to characterize the perturbed gene expression levels of all developing uterus cell types in the ACD+/− and ACD+/−WTA11 mutants. Particularly striking was the observed reduced Wnt signaling and disruption of the Cxcl12/Cxcr4 axis in the mutants.

## Materials and Methods

### Animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at Cincinnati Children’s Hospital Medical Center in accordance to their guidelines for the care and use of laboratory animals (IACUC protocol 2015-0065). The *Hox* mutant mice used in this study were generated by recombineering as previously described^25,36^. The Hoxa9,10 mutant mice were made exactly as previously described for *Hoxa9,10,11*, using the same BAC targeting vector, but the recombination event inserted only the two *Hoxa9,10* mutant genes instead of all three.

The female reproductive tracts were isolated immediately after euthanasia using IACUCC approved methods, washed in cold 1X PBS, and processed for immunohistochemistry or the isolation of RNA using standard methodologies. For blastocyst isolation, gestational day 4 (vaginal plug = Day 1) uterine horns were gently flushed with 1 ml of 1X PBS and blastocysts counted using a dissecting microscope. For all experiments a minimum of 3 animals were analyzed per genotype.

### Hematoxylin and eosin (H&E) staining

Female reproductive tracts were isolated as described above, then fixed in 4% paraformaldehyde, rinsed in 1X PBS and dehydrated through ethanol washes. Uterine horns were cut into four pieces (ovary/oviduct and three uterine sections) and all pieces of tissue embedded into one paraffin block. Glands were counted in each transverse section from a minimum of three non-contiguous slides and the average number of glands per section determined.

### Immunohistochemistry

Briefly, fixed uterine horns were sectioned (5 μm), sections were mounted on slides, baked, deparaffinized in xylene, and rehydrated in a graded series of ethanol. Antigen retrieval was conducted using 10 mM sodium citrate (pH 6.0) with boiling. Sections were blocked using 4% normal donkey serum in 1X PBST (pH 7.4) and incubated overnight at 4 °C with a rabbit monoclonal anti-Lef1 (C12A5) antibody (Cell Signaling Technology) at dilution of 1:2000. Sections were washed in 1X PBST and incubated with biotinylated goat anti-rabbit secondary antibody (Vector Laboratories) at a dilution of 1:200 for 30 minutes at room temperature. After washes in 1X PBST, the immunoreactive protein was visualized using the Vectastain ABC kit (Vector Laboratories) and 3,3′ diaminobenzidine tetrahydrochloride hydrate (Sigma) as the chromagen. Sections were counterstained with nuclear fast red before coverslips were applied using Permount.

### RNA extraction and real-time PCR

RNA was isolated from uterine samples using the RNeasy Plus mini kit (Qiagen) after homogenizing the samples using Qiagen’s Tissue Lyser II. The quantity and purity of each RNA was determined using an Agilent Bioanalyzer nanochip. Total RNA (1 μg) was reverse transcribed to cDNA using the SuperScript Vilo kit (Invitrogen). The cDNA was ethanol precipitated and resuspended in nuclease-free water. cDNA concentration was determined using a NanoDrop Spectrophotometer and samples were stored at −20 °C until use.

Real-time PCR was conducted using Applied Biosystems TaqMan Gene Expression Assays, TaqMan Gene Expression Master Mix, nuclease free water, and the Step One Plus Real Time PCR system (Thermo Fisher Scientific). *Gapdh* was used as the reference gene. All samples were analyzed in triplicate for each gene tested. Statistical analyses were performed using GraphPad Prism (Version 7).

### Cold protease uterine dissociation protocol for Drop-seq analysis

For *Bacillus licheniformis* enzyme mix 1 ml contained 890 μl of DPBS with no added Ca or Mg, 5 μl of 5 mM CaCl_2_, 5 μl of DNase (Applichem A3778, 125 U), and 100 μl *Bacillus licheniformis* enzyme, 100 mg/ml (P5380, Aldrich Sigma). We euthanized post-natal day 12 (PND12) mice (morning of birth = post natal day 0, PND0) and isolated uterine horns without ovary and oviduct. We incubated tissue in 1 ml of enzyme mix at 6 °C for 2–4 minutes, then began to dissociate uterus by drawing tissue through an 18 gauge needle attached to a 3 ml syringe. Repeated 6 °C incubation and passed tissue through progressively smaller gauge needles (23 and 21 gauge) until a single cell suspension was achieved. Progress was monitored with a microscope. When single cell status was achieved, we added an equal volume of ice cold 10% FBS in 1X PBS to inactivate protease. Filtered cell suspension through a 30 μm MACS filter. Rinsed filter with 3–5 mls of ice cold 0.01% BSA in 1X DPBS into a 50 ml centrifuge tube. Transferred cells to a 15 ml centrifuge tube and pelleted cells by centrifuging at 160 g for 5 min at 4 °C. Repeated washing and centrifugation steps twice more. Resuspended cells in 1–2 mls of 0.01% BSA in 1X DPBS and determine cell viability using Trypan blue. A hemocytometer was used to determine the final concentration of cells.

### scRNA-seq and data analysis

scRNA-seq for WT, ACD+/− and ACD+/−WTA11 was carried out using Drop-seq as previously described^39,45^.

Cell-type clustering and marker genes were identified using Seurat 2.3.2^46^ and R 3.4.3. Data were prefiltered at both the cell and gene level with the removal of cells with low library complexity (<500 expressed genes) as well as those with a high percentage (>20%) of unique molecular identifiers (UMIs) mapping to mitochondrial genes. In addition, cells with more than 8% histone gene expression and more than 0.4% hemoglobin gene expression were also excluded. Genes were selected that had >0 UMI in more than five cells. Following filtering, the number of cells, the average number of genes called expressed per cell, and average number of transcripts (UMI) per cell respectively were, WT (6343, 1222, 2283), ACD+/− (2134, 1258, 2865), and ACD+/−WTA11 (3378, 1297, 2531). Genes with the highest expression variability were used for the principal component analysis. Significant principal components were determined using the PCElbowPlot function. Data were visually represented after clustering using Seurat’s t-SNE implementation. The FindAllMarkers function was used to determine the top marker genes for each cluster with a minimum of 10% of cells expressing the gene within the cluster and a minimum logFC threshold of 0.25. Sub clustering was performed by repeating the above analysis on individual clusters.

Differential expression between clusters was determined using the FindMarkers function in Seurat with pseudocount set to 0.01. Similar cell types from the WT experiment were compared to each of the two mutant mice.

The top differentially expressed genes were filtered on genes that had a log2 fold-change greater than 1 and were expressed in at least 10% of the cells for that cluster.

Data has been deposited in GEO under accession number GSE118180. All scRNA-seq data is freely available through GEO. All other data is presented in this paper.

### Circos plot

The Circos plot was generated by identifying the growth factors and receptors that are expressed in greater than 7.5% of the cells within any given cluster. The possible interactions between the stromal growth factors and their corresponding receptors in the multiple cell types were plotted. The Circos plot was generated as previously described^65^.

### Growth factor and receptor analysis

The growth factors in the stromal groups and their corresponding receptors in the epithelial compartments were input into GeneMania to generate a network plot as previously described^66^.

## Supplementary information

Table S2

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

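Single-cell RNA was measured by Drop-Seq in uteri of PND12 mice, with 1 library each for WT, ACD+/− (9 mutated Hox genes) and ACD+/−WTA11 (8). The methods state a minimum of 3 animals per genotype for all experiments, and the number of uteri behind each library is not named. The counts used here are UMIs per gene and cell barcode as the authors deposited them, without normalization, and they hold only barcodes with at least 500 genes. How the reads were aligned, and to which genome build and annotation, is not given in the sources used here. The libraries held 14715316 (WT), 6664412 (ACD+/−) and 8751160 (ACD+/−WTA11) UMIs in 6487, 2177 and 3451 barcodes, and all 3 count tables were matched to a condition. The mutant libraries were matched by the HoxA mutations in their labels, which name no HoxC mutation, so the HoxC genotype is taken from the paper.

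Cells were kept with at least 500 genes and at most 20% mitochondrial, 8% histone and 0.4% hemoglobin UMIs, and genes in at least 6 cells, as the methods state. For clustering, the log of UMIs per 10000 plus 1 was taken, 2000 variable genes were selected by binned dispersion, and 20 principal components, 20 nearest neighbours and the Leiden method at resolution 0.8 were used. Subclusters used 15 principal components and resolution 0.5. The methods name Seurat 2.3.2, which was not run here. Hox genes were left out of the clustering genes, and for subclusters also the subtype markers named in the text. A cluster was named for a type of which at least 3 markers were seen in at least 10% of its cells at 2 times their level in the median cluster or more. Where several types qualified, the type with the most markers among the cluster's top 10 genes by ratio was taken, and on a tie the type with the larger share of its markers so seen. Stromal-like cluster 14 and myocyte-like cluster 12 of the clustering of all libraries were led by histone and cell cycle genes and had no marker among the top 10. WT cells were clustered alone, and the cells of all 3 libraries together. The software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, scanpy 1.11.5 (with its Scrublet, at an expected doublet rate of 6%) and matplotlib 3.10.9. Doublets were called and kept.

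Levels are summed UMIs per 10000 with exact Poisson intervals, shares of cells have exact binomial intervals, and ratios to WT have exact conditional binomial intervals, all at 95% and for counting error only. No p-value, standard error or number of changed genes was made, because cells are not replicates and each genotype has 1 library. Ratios were scaled by the total UMIs of a cell type. The median gene then fell by 0.17 on the log2 scale in epithelial-like ACD+/− cells and rose by 0.11 in endothelial-like ACD+/−WTA11 cells, and scaling by the median ratio removes these shifts. Separation was the share of the 15 nearest neighbours from the own library over 20 draws, with cells thinned to 1000 UMIs. The position of ACD+/−WTA11 used genes with at least 50 UMIs and disjoint parts of the cells. Gene coordinates, GC content, length and shared sequence came from GENCODE vM21 on GRCm38, which need not be the annotation the authors used.

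The methods were tested on simulated data. The 95% intervals held the simulated ratio for 95.9% of 7254 unchanged and 96.0% of 200 changed genes, and random groups of WT stromal-like cells had 33.3% own-group neighbours, the chance share. Positions simulated at 0, 0.2 and 0.5 were returned as 0.00942, 0.210 and 0.504, with no library effect in the simulated data.

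The genes named are all those the text names for these data, the 9 mutated genes and the other Hox genes of Fig. 5, and the ligands and receptors of Fig. 6. To them were added, in stromal-like, myocyte-like and epithelial-like cells, the 5 genes with the lowest and the 5 with the highest ratio of ACD+/− to WT. These had to have at least 100 UMIs and the same direction in ACD+/−WTA11, and hemoglobin, histone and mitochondrial genes were left out. The last part of the rule takes the 5 genes in each direction that changed the same way in every type with at least 50 cells per library, with at least 20 UMIs. This rule, the marker lists, the measures and most alternatives were fixed before the data were examined, but values of Table S2 had been seen. Alternatives for filters, clustering, doublets, depth, scaling, pseudocount and cell classes were tried, and those added later are named where they are used. Bulk experiments, RT-PCR, immunohistochemistry and fertility data were not analysed here.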

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

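The tests on Cwc22 and its copies were chosen only after the result was seen, while those on the shared changes were set down beforehand.

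Cwc22, a gene the paper's text does not discuss, had 545 UMIs in WT, 4384 in ACD+/− and 265 in ACD+/−WTA11 over all cells, a ratio to WT of 18.3 (16.7 to 20.1) in ACD+/−, and this was noticed because its partial copies rose in all 5 cell types with enough cells. The 7 neighbouring copies on chromosome 2 had a median ratio of 20.1 (19.0 to 21.6 over the copies). Each copy shares at least 96.9% of its 50-base words with another copy, so 1 change can appear under several of their names. They share 46.6% to 47.2% of their words with Cwc22, and Cwc22 shares 16.4% of its words with a copy, so whether its rise is separate from theirs is open. A gain of the whole chromosome segment is argued against by the 11 genes that lie between Cwc22 and the copies, whose median ratio was 0.886. The HoxD genes lie on the same chromosome, but the ACD+/−WTA11 library, which carries the same HoxD mutation, had a Cwc22 ratio of 1.12, which argues against a variant that travels with the mutant allele, barring recombination. A difference in the number of copies between the mice of the ACD+/− library and the others, for instance from a mixed strain background, remains a candidate explanation that was not tested, and a biological effect of the genotype remains open too.

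Endothelial-like cells, which the paper does not compare by gene, changed along with stromal-like cells in the ACD+/− library. Across 1527 genes, which are not independent replicates, the changes of the 2 types had a correlation of 0.636. It was 0.736 between stromal-like and myocyte-like cells and 0.511 between epithelial-like and endothelial-like cells, and in the ACD+/−WTA11 library the correlation of stromal-like with endothelial-like cells was 0.295. The correlation in ACD+/− was 0.619 after the trend with GC content was removed and 0.595 after the trend with transcript length was removed, so neither trend can be the whole cause. Over 899 genes whose levels lay within 2-fold of each other in 5 types, the correlation was 0.790. Free RNA of these types would shift such genes little, which argues against it as the whole cause. Free RNA from other cells was not tested. A shift of all cell types with the library, as a batch effect would give, fits these values, and so would a biological effect of the genotype on many cell types. The run numbers in the sample labels are consecutive for WT and ACD+/−WTA11, while that of ACD+/− stands apart. A batch effect of the run would therefore be expected to set the ACD+/− library apart from both others, as these changes do. The genotype with the most mutated Hox genes could do the same. With 1 library per genotype the batch and the genotype cannot be told apart.

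Serpinb11 had 142 UMIs in epithelial-like ACD+/− cells, against 2 each in WT and ACD+/−WTA11, and it is not listed in Table S2. Its ratio to WT was 119 (32.2 to 988) in ACD+/−, and it was noticed as the highest ratio in these cells. Over the alternatives the ratio ran from 47.4 to 228. A UMI was seen in 9.62% of the epithelial-like ACD+/− cells. No technical or biological explanation was tested for this gene.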

How the results depend on the processing

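No paired analysis was possible because every label carries replicate 1 and each genotype has 1 library. For the same reason no library was left out in turn. The alternatives added after seeing the data were leaving out the histone and hemoglobin limits for results other than the cell numbers, equal numbers of cells in every type, principal components of each type alone, the same genes in every type and stromal-like cells without their shared cluster. Unless a value shows it, the cause of a move was not tested.

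The main filters kept 96.5% (WT), 92.2% (ACD+/−) and 62.1% (ACD+/−WTA11) of barcodes. A mitochondrial limit of 10% kept 90.4%, 63.2% and 59.5%, no histone and hemoglobin limits 99.4%, 94.1% and 99.0%, and a minimum of 1000 genes 56.7%, 55.5% and 43.8%. Of 64 values of WT cell type shares under the alternatives, 50 stayed within counting error. With a mitochondrial limit of 10% the stromal-like share was 37.4% and the epithelial-like share 20.1%. With at least 1000 genes the shares were 37.4% stromal-like, 25.5% myocyte-like, 27.1% epithelial-like, 4.10% endothelial-like, 3.37% pericyte-like, 1.33% lymphocyte-like and 0.734% mesothelial-like. Without histone and hemoglobin limits they were 35.3% stromal-like and 27.6% myocyte-like. Resolution 1.2 gave 30.6% myocyte-like cells, and resolution 0.4 gave 0 lymphocyte-like cells and 2.35% myeloid-like cells.

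For the subtypes, 42 of 48 tallies of markers that share a highest subcluster stayed within 1.5 times the main tally. The exceptions were the cell cycle genes of stromal-like cells (3 with the markers kept in the clustering and 3 at subclustering resolution 0.3), Myo1 (2 at resolution 0.3), the cell cycle genes of myocyte-like cells (7 at resolution 0.3), Endo1 (4 at resolution 0.8) and Endo2 (2 with the markers kept). Smaller changes at resolution 0.8 were Myo2 with 3 in place of 4, Pericyte 1 with 5 in place of 6 and Endo2 with 3 in place of 4. The LE tally was 3 in every setting but of different genes, Wfdc2, 1600014C10Rik and Ctsd with the markers kept and at resolution 0.3 and Tmsb4x, Calb1 and S100a6 otherwise. The tally of mutated Hox genes that are highest in stromal-like cells stayed within 1.5 times its value, and all 18 alternative stromal-like Hox levels stayed within the counting error of the main level, a wide one for Hoxc9, which went from 0.00673 to 0.0108 UMIs per 10000 after thinning. Thinning lowered the receptor and cell type pairs over the limit from 37 to 19, since fewer UMIs leave fewer cells with one, and a limit of 10% gave 27.

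The share of own-library neighbours, as a mean over the 3 libraries, stayed above chance in all 71 alternative values, but single libraries did not. With own principal components it was 28.0%, 23.5% and 28.7% for stromal-like, epithelial-like and lymphocyte-like WT cells, below the chance of 32.4%, and 27.2% to 32.8% for ACD+/−WTA11 cells over the 6 types, while ACD+/− cells had 56.8% to 72.9%, so that the ACD+/− library carried the mean. For stromal-like cells it moved from 70.8% to 74.7% (mitochondrial limit 10%), 82.5% (no histone and hemoglobin limits), 65.6% and 78.9% (10 and 30 principal components), 78.5% (no thinning), 57.1% (same number of cells) and 44.6% (own principal components). For myocyte-like cells it moved from 66.5% to 76.5% (no histone and hemoglobin limits), 62.9% and 73.1% (10 and 30 components), 73.5% (no thinning), 52.1% (same number) and 43.0% (own components). Epithelial-like cells moved from 64.8% to 61.7% (mitochondrial limit), 69.0% (no histone and hemoglobin limits), 67.9% (1000 genes), 56.7% and 68.4% (10 and 30 components), 49.2% (same number) and 40.0% (own components). With no histone and hemoglobin limits, the same number of cells and own components, endothelial-like cells were at 60.3%, 45.1% and 40.3% and pericyte-like cells at 64.2%, 45.1% and 42.8%. A minimum of 1000 genes left too few lymphocyte-like cells for a value.

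The changes of both mutants share the WT library, so a position between 0 and 1 does not by itself show an intermediate state. The position of ACD+/−WTA11 stayed between 0 and 1 in all 55 alternative values, and 28 of them moved beyond the range of the splits. With a mitochondrial limit of 10% it was 0.217 in stromal-like, 0.257 in myocyte-like, 0.210 in endothelial-like and 0.259 in pericyte-like cells. Without histone and hemoglobin limits it was 0.219, 0.276, 0.209 and 0.255 in these types and 0.322 in epithelial-like cells. With at least 1000 genes it was 0.193 in myocyte-like, 0.327 in epithelial-like and 0.228 in pericyte-like cells, and without doublets 0.327 in epithelial-like and 0.228 in pericyte-like cells. Classes from each library alone gave 0.237 in stromal-like, 0.557 in myocyte-like, 0.310 in epithelial-like and 0.239 in pericyte-like cells. Genes with at least 200 UMIs gave 0.162 in stromal-like, 0.184 in myocyte-like, 0.275 in epithelial-like, 0.0316 in endothelial-like and 0.244 in pericyte-like cells, and the same genes in every type 0.0866, 0.0951, 0.209, 0.0548 and 0.160.

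Among 240 ratios to WT, 3089 of 3199 alternative values stayed within counting error, 109 moved beyond it and 1 reversed, which is counted only for ratios whose main interval excludes equal levels. The reversed value is that of Hoxa10 in stromal-like ACD+/−WTA11 cells, 1.03 (0.907 to 1.17) after thinning against 0.903 with all UMIs. Ratios whose main interval includes equal levels also crossed 1, among them Cxcl12 in stromal-like ACD+/− cells (1.02 with at least 1000 genes), Rspo3 in stromal-like ACD+/−WTA11 cells (1.13 without the shared cluster) and Thbs1 in epithelial-like ACD+/− cells (2.26 after thinning). Of the 3 genes named as higher in mutant stroma, 1 was higher in ACD+/−WTA11 when means over cells plus 0.01 were compared, against 2 in the main comparison, and the other 55 such tallies stayed within 1.5 times the main tally. Within that limit, the tally of the 7 lower genes in ACD+/− was 6 with at least 1000 genes and with scaling by the median ratio. In ACD+/−WTA11 it was 7 in place of 6 without histone and hemoglobin limits, after thinning and with means over cells plus 0.01, and all 3 higher genes were higher without histone and hemoglobin limits and without the shared cluster. For the directions of the Table S2 lists 2 alternatives were run, stromal-like cells without the shared cluster for the stromal list and means over cells plus 0.01 for all 3 lists, and neither changed a direction apart from that of Hbb-bs in epithelial-like cells with the latter. No alternative of filters, clustering, depth or scaling was run for these lists. Depth limits the HoxC ratios, since Hoxc9 rests on 4 UMIs and Hoxc10 on 6 UMIs in stromal-like WT cells.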

Differences from the paper's values

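The paper's number of ACD+/−WTA11 cells is 3378, and 2143 cells passed the limits here. Among the alternatives set before the data were examined, leaving out the histone and hemoglobin limits gave 3416 cells, which does not differ by the criterion used, a difference of more than 1.5 times and beyond counting error. A mitochondrial limit of 10% and a minimum of 1000 genes, with 1513 cells for the latter, leave the difference.

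For Cxcl12 in ACD+/− stroma the paper's text gives 3.8 and its Table S2 3.75 times lower than WT, and here it was 1.07 times lower. All 12 alternatives set before the data were examined still differ. Leaving out the stromal-like cluster shared by all libraries, chosen after seeing the values, gave 4.19 times lower (2.82 to 6.49), and it drops none of the 451 compared genes of Table S2. For Cxcl12 in ACD+/−WTA11 the paper's Table S2 gives 5.28 times lower, and here it was 2.19 times. All 12 alternatives differ, and the same later setting gave 4.38 times lower (3.04 to 6.53).

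For Ndp in ACD+/− stroma the paper's text gives 2.7 times lower, and here it was 5.36 times. All 12 alternatives set before the data were examined differ, and the paper's own Table S2 gives 5.08. For Dcn in ACD+/− epithelial cells the paper's text gives 2.5 times lower, and here it was 5.32 times. Among the alternatives, thinning to 1000 UMIs does not differ (6.94 times, with an interval that reaches the paper's value), and the other 11 differ, with 1.24 times for classes from each library alone.

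For Gas6 in ACD+/− stroma the paper's Table S2 gives 5.07 times lower, and here it was 2.99 times. All 12 alternatives set before the data were examined differ, and without the shared stromal-like cluster, chosen after seeing the values, it was 4.73 times lower, with none of the table's compared genes dropped. For Rspo3 in ACD+/− stroma the paper's Table S2 gives 2.09 times higher, and here it was 3.21 times. A mitochondrial limit of 10%, leaving out doublets, 30 principal components, resolution 0.4, classes from each library alone, thinning, and means over cells plus 0.01 do not differ. A minimum of 1000 genes, 10 principal components, resolution 1.2, totals without mitochondrial and ribosomal protein genes and scaling by the median ratio do.

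The paper states that most mutated Hox genes are strongest in stromal cells. Here 4 of the 9 were highest in stromal-like cells with all UMIs and 6 of 9 after thinning, and with all UMIs no type exceeded the stromal-like level beyond counting error. The legend of Fig. 5 states that the mutated HoxA genes have very similar levels in stromal, myocyte and pericyte cells. Here Hoxa10 was at 5.70, 3.36 and 1.41 UMIs per 10000 in these types, Hoxa11 at 3.72, 1.73 and 0.703, and Hoxa9 at 1.39, 1.40 and 0.998, of which the levels of Hoxa9 alone lay close together. The paper also states that endothelial cells and lymphocytes show no separation by genotype. Here own-library neighbours made up 53.8% in endothelial-like and 44.0% in lymphocyte-like cells, above chance as means over the libraries, though not for lymphocyte-like WT cells with 30.9%, and below the 70.8% of stromal-like cells. It states that both mutants change most in myocyte and stromal cells. Here, over 1054 genes (ACD+/−) and 889 genes (ACD+/−WTA11) that were well counted in all 5 types, which leaves out genes of single types, the root mean square log2 change in ACD+/− was 0.54 in pericyte-like, 0.53 in stromal-like, 0.48 in myocyte-like, 0.46 in endothelial-like and 0.43 in epithelial-like cells, and in ACD+/−WTA11 it was 0.28 in epithelial-like, against 0.24 in stromal-like and 0.25 in myocyte-like cells. The paper counts 11 cell types in the combined clustering, and 9 were named here.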

Other observations

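The test with principal components of each type alone was chosen only after the result was seen, while the tests on Dcn, on position and on separation were set down beforehand.

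Stromal-like and myocyte-like cells separated by genotype more than endothelial-like cells did. The correlation across genes of 0.636 between stromal-like and endothelial-like changes in ACD+/− is what a library batch effect on all types would give. The gap of 17.0 percentage points in own-library neighbours between stromal-like and endothelial-like cells fell to 12.0 points at equal cell numbers and to 4.26 points with principal components of each type alone. Part of the gap may therefore come from principal components in which the larger types weigh most. A difference in the response of the types to the genotype remains open.

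The place of ACD+/−WTA11 between WT and ACD+/− was 0.202 in stromal-like and 0.239 in myocyte-like cells, and it was 0.166 in endothelial-like cells, which have little expression of most of the mutated genes. It was 0.339 in epithelial-like cells, which also have little expression of them. With genes of at least 200 UMIs it was 0.0316 in endothelial-like cells from 943 genes, with splits on both sides of 0, against 0.162 in stromal-like cells from 5610, 0.184 in myocyte-like cells from 4673 and 0.275 in epithelial-like cells. With the same genes in every type, chosen after seeing the data, it was 0.0548 (0.0177 to 0.0840 over 20 splits) in endothelial-like, 0.0866 in stromal-like and 0.0951 in myocyte-like cells, so that the choice of genes moves the position. A position nearer to WT than to ACD+/− also follows the run numbers in the sample labels, which are consecutive for WT and ACD+/−WTA11. These values leave open both a library effect and an effect of the genotype, and with 1 library per genotype they cannot be told apart.

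The lower Dcn in epithelial-like ACD+/− cells may come from free RNA of stromal cells. Dcn was lower by a like factor in endothelial-like cells, with a ratio of 0.212, and its WT level in epithelial-like cells was below that of other types that should lack it. All 7 stromal markers were lower in epithelial-like ACD+/− cells, with ratios of 0.104 for Pdgfra, 0.188 for Dcn, 0.189 for Igfbp4, 0.194 for Lum, 0.209 for Col6a3, 0.326 for Col15a1 and 0.365 for Col1a2, although Col1a2 was at 2.12 times WT in stromal-like cells. In lymphocyte-like cells the ratio of Dcn was 0.844 (0.213 to 2.46), too wide to decide. Called doublets, which were kept, numbered 49 of 1473 epithelial-like WT cells and 7 of 478 ACD+/− cells, so part of the WT counts may lie in doublets. A change of Dcn in the epithelial cells themselves remains open.

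Of the genes that changed the same way in all 5 types with enough cells, 5 were kept in each direction. The 5 higher in ACD+/− were partial copies of Cwc22 (Gm13691, Gm13697, Gm13694, Gm13693 and Gm13698), and further higher genes were not listed. Of the 5 lower in ACD+/−, AA465934 on chromosome 11 had ratios from 0.0559 in stromal-like to 0.284 in endothelial-like cells. Rpp25l on chromosome 4 had ratios of 0.264 to 0.430 and H2-D1 on chromosome 17 of 0.267 to 0.438, the latter uncertain because related genes of its family can share reads. The mitochondrial gene mt-Nd4l had ratios of 0.288 to 0.365, and the pseudogene Gm10222 on chromosome 1, which may share reads with it, 0.277 to 0.330. Both were above WT in ACD+/−WTA11, with ratios of 1.34 to 1.65 and 1.18 to 1.43. No biological explanation was tested for these genes.

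In Table S2 the columns that give the share of cells for ACD+/−WTA11 lie between those of WT and ACD+/− for 458 of 460 stromal, 285 of 291 myocyte and 305 of 316 epithelial genes, while its columns of means do so for 315, 173 and 212 genes. Across genes the rank correlation of those shares with the ACD+/−WTA11 library was 0.768 in stromal-like cells, and with both mutant libraries pooled it was 0.916. These columns were not used for any value here.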
